# Cell type-dependent differential activation of ERK by oncogenic KRAS in colon cancer and intestinal epithelium

**DOI:** 10.1038/s41467-019-10954-y

**Published:** 2019-07-02

**Authors:** Raphael Brandt, Thomas Sell, Mareen Lüthen, Florian Uhlitz, Bertram Klinger, Pamela Riemer, Claudia Giesecke-Thiel, Silvia Schulze, Ismail Amr El-Shimy, Desiree Kunkel, Beatrix Fauler, Thorsten Mielke, Norbert Mages, Bernhard G. Herrmann, Christine Sers, Nils Blüthgen, Markus Morkel

**Keywords:** Cancer models, Gastrointestinal cancer, Oncogenes, Morphogen signalling, Network topology

## Abstract

Oncogenic mutations in KRAS or BRAF are frequent in colorectal cancer and activate the ERK kinase. Here, we find graded ERK phosphorylation correlating with cell differentiation in patient-derived colorectal cancer organoids with and without KRAS mutations. Using reporters, single cell transcriptomics and mass cytometry, we observe cell type-specific phosphorylation of ERK in response to transgenic KRAS^G12V^ in mouse intestinal organoids, while transgenic BRAF^V600E^ activates ERK in all cells. Quantitative network modelling from perturbation data reveals that activation of ERK is shaped by cell type-specific MEK to ERK feed forward and negative feedback signalling. We identify dual-specificity phosphatases as candidate modulators of ERK in the intestine. Furthermore, we find that oncogenic KRAS, together with β-Catenin, favours expansion of crypt cells with high ERK activity. Our experiments highlight key differences between oncogenic BRAF and KRAS in colorectal cancer and find unexpected heterogeneity in a signalling pathway with fundamental relevance for cancer therapy.

## Abstract (web summary)

KRAS^G12V^ and BRAF^V600E^ are oncogenic mutations that activate ERK signalling. Here, the authors use single cell analysis in intestinal organoids and show that BRAF^V600E^ activates ERK in all intestinal cell types, while KRAS^G12V^ induces ERK activation in only a subset of cells, depending on cell differentiation state.

## Introduction

Multiple signalling pathways, including the mitogen-activated protein kinase (MAPK) and Wnt/β-catenin cascades, form a network controlling cellular turnover in the intestinal epithelium^1^. Collectively, activities within the signalling network control stem cell maintenance, cell proliferation, differentiation into absorptive enterocyte and secretory cells, and apoptosis. Wnt/β-catenin and MAPK activities are regionalised within the folded single-layered intestinal epithelium. Both are high in crypts harbouring stem cells and low in differentiated cells that have migrated away from the crypt base. Oncogenic mutations activating β-catenin and MAPK perturb intestinal homeostasis and thereby drive colorectal cancer (CRC) initiation and progression.

MAPK modules transduce signals downstream of receptor tyrosine kinases and RAS family GTPases. The consecutive RAF, MEK and ERK kinases represent a MAPK module frequently activated in cancer. ERK can phosphorylate and activate a series of transcription factors orchestrating a complex cellular response that often is pro-proliferative^2^. In the normal intestine, EGFR to ERK signalling is initiated by ligands from the crypt microenvironment, which are secreted by e.g. epithelial Paneth cells of the small intestine, Reg4+ secretory niche cells of the large intestine, or adjacent fibroblasts^3,4^. In CRC, ERK activity is supposedly more cell-autonomous due to oncogenic mutations activating KRAS, NRAS or BRAF (found in 45, 5 and 10% of CRCs, respectively)^5,6^, or by de novo expression of EGFR ligands such as amphiregulin^7^. Signal transduction to ERK is a main determinant of cancer development and therapy response^5,6,8^.

Recent studies suggest that the relationship between ERK-activating mutations, ERK activity and phenotypic outcome in CRC is complex. Firstly, mutations in KRAS and BRAF are associated with distinct CRC development routes: KRAS, but not BRAF, mutations frequently occur as secondary events after mutations activating Wnt/β-catenin in the conventional CRC progression sequence^9,10^. Conversely, BRAF, and less frequently KRAS, mutations precede activation of Wnt/β-catenin in the alternative serrated progression route^11,12^. The observed disequilibrium between KRAS and BRAF mutations in the conventional vs. serrated pathways of CRC evolution suggest the existence of functional differences, resulting in distinctive effects on clinical course and treatment efficacy^13^. Secondly, ERK activity appears to be heterogeneous in genetically identical CRC cells. Cells at the invasive front frequently exhibited higher ERK phosphorylation levels compared with cells in central areas of the same cancer, and CRCs with activating KRAS mutations also showed heterogeneous ERK activity^14^. Previous studies already showed heterogeneous Wnt/β-catenin activity in cancer specimens, suggesting a more general paradigm of graded pathway activities in CRC^15^. Furthermore, CRC cells have been shown to exhibit functional differences within a cancer, as only few CRC cells, so-called cancer stem cells, could initiate new tumours in xenografts^16–19^. Gradients of surface markers, such as EphB2, were found to distinguish CRC stem cells with high malignant potential^20^. CRC subtypes can share similarities with cell types of the normal crypt, such as stem cells, enterocytes or secretory cells in bulk cell analysis^21^. Finally, because of variable signal transduction and differentiation states, genetically identical CRC clones exhibit variable proliferative potential and therapeutic response^22^.

Experimental techniques with cellular resolution, ranging from fluorescent reporters^23^ to single-cell transcriptome analyses^24,25^ and mass cytometry^26^ hold the promise to disentangle the relationship between oncogenes, cell differentiation states and cell-signal transduction while taking into account cellular heterogeneity. Here, we ask whether oncogenic forms of KRAS or BRAF show cell-to-cell heterogeneity in their proclivity to activate ERK. For this, we use patient-derived and mouse transgenic organoid cultures that maintain the cell hierarchy of tissue in vitro^27^. We assess signalling network states with cellular resolution by mass cytometry and use BRAF^V600E^ and KRAS^G12V^ transgenes to assess immediate impact of the oncogenes on cell-signal transduction, gene expression programmes and phenotypic outcome. We discover strong functional differences between the BRAF and KRAS oncogenes and find that signal transduction from KRAS to ERK is shaped by different strengths of feed forward and negative feedback in a cell type-specific manner.

## Results

### Graded ERK activity in KRAS-mutant CRC organoids

To investigate whether oncogenic KRAS enforces constitutive activity of MEK and ERK kinases, we examined patient-derived three-dimensional CRC organoid cultures by immunohistochemistry. We found heterogeneous phosphorylation of both, MEK and ERK, in organoids with no mutations in the EGFR-RAS-ERK cascade (line OT326), as well as in KRAS-mutant organoids (line OT227, carrying a KRAS^G13D^ mutation) (Fig. 1a).

**Fig. 1:**
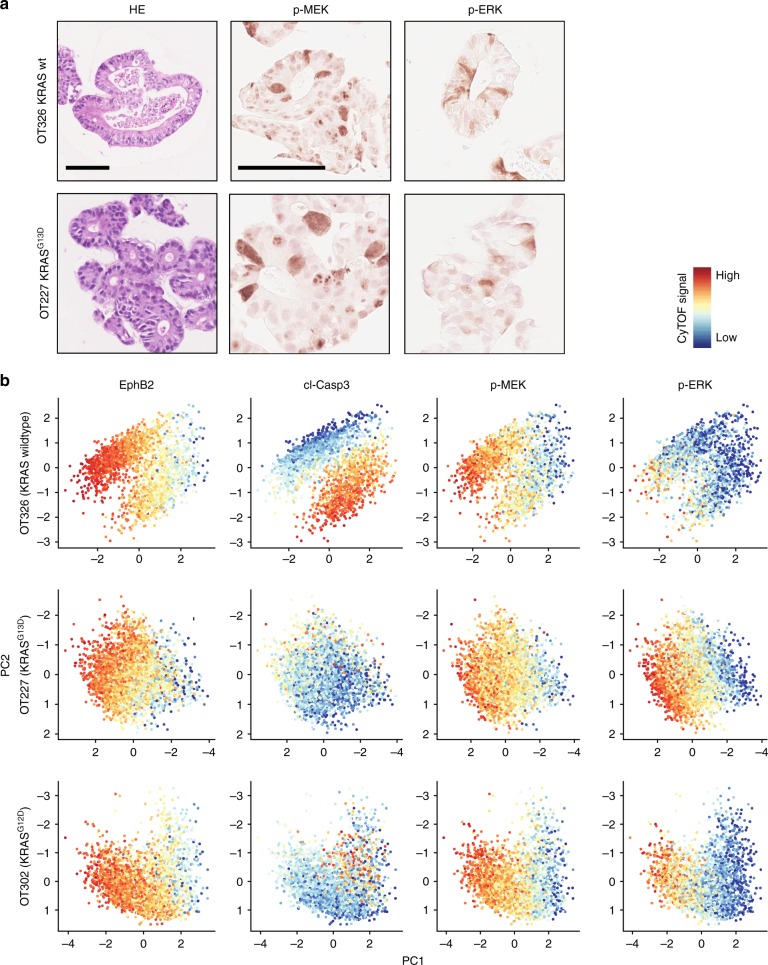
Graded MEK and ERK phosphorylation in patient-derived organoids. **a** Haematoxilin-eosin (HE) staining and phospho-MEK and phospho-ERK immunohistochemistry of two PD3D lines OT326 and OT227 that are KRAS-wild-type and KRAS-mutant, respectively. Scale bars denote 100 µm for HE and immunohistochemistry. **b** CyTOF analysis of PD3Ds. Principal component analyses, colour-coded for EphB2, cleaved Caspase, phospho-MEK and phospho-ERK are shown. Red, yellow and blue colours of the scale represent high, intermediate and low signals, respectively. CyTOF data is available as a Source Data file

We next used mass cytometry to analyse cell differentiation markers and MEK and ERK phosphorylation side-by side in the patient-derived organoids (Fig. 1b). We selected the two organoid lines used above, as well as line OT302, harbouring a KRAS^G12D^ mutation. We found that cells of all three organoid lines formed gradients with respect to levels of EphB2, a known marker of CRC hierarchies linked to metastasis and therapy response^20^. In two of the three lines (OT326 and OT302), a substantial proportion of EphB2-low cells was marked by cleaved Caspase 3, suggesting apoptotic removal of cells at the end of their life span. Intriguingly, all three lines displayed gradients of phosphorylated MEK and ERK that were largely congruent with EphB2. These results indicate that patient-derived CRC organoids contain phosphorylation gradients of MEK and ERK kinases along an axis defined by cell differentiation. The observed gradient formed regardless of oncogenic activation of the upstream KRAS GTPase, and in the absence of tumour stroma that is not present in the organoids.

### BRAF^V600E^, but not KRAS^G12V^, induces strong ERK activity

As MEK and ERK activities were graded along a differentiation axis in patient-derived CRC organoids irrespective of mutational status of KRAS, we asked whether oncoproteins activating the MEK-ERK signalling axis exert their activities in a cell type-specific manner. To study this question, we employed intestinal organoids of transgenic mice carrying doxycycline-inducible single copy constructs encoding tdTomato linked to KRAS^G12V^, BRAF^V600E^, or firefly luciferase (FLUC) as a control in the Gt(ROSA26)Sor locus (Fig. 2a)^28,29^.

**Fig. 2:**
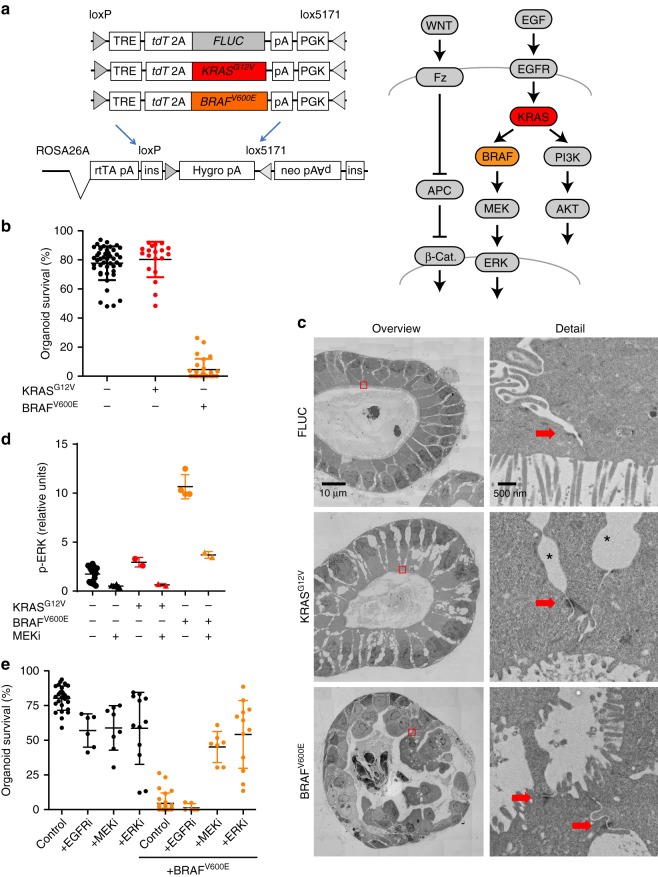
Transgenic BRAF^V600E^, but not KRAS^G12V^ disrupts organoids due to high ERK activity. **a** Simplified representations of transgenes and the RAS-ERK and Wnt/β-catenin pathways, indicating relative positions of the KRAS and BRAF proto-oncogenes. **b** Organoid survival 4 days after induction of oncogenic KRAS^G12V^ or BRAF^V600E^. Organoids are counted immediately after passaging, and fractions of surviving organoids were calculated at day 4. Control organoids comprise of mixed non-induced cultures of KRAS^G12V^ and BRAF^V600E^ lines. **c** Electron microscopy reveals loss of epithelial integrity after BRAF^V600E^ induction. Images of the intestinal organoid epithelium, 24 h after induction of control FLUC, KRAS^G12V^ or BRAFV^600E^ transgenes. Detailed views (right) represent a zoom into areas marked by red boxes in the overviews (left). Detailed views show apical surfaces of adjacent enterocytes with brush border. Red arrows mark desmosomes. Intercellular vacuoles, most visible in the KRAS^G12V^ model (marked by *) are likely fixation-induced artefacts, see ref. ^27^. Scale bars are 10 µm in the overview panels and 500 nm in the detailed view panels. **d** Quantification of ERK phosphorylation in organoids, 24 h after induction of control, BRAF or KRAS transgenes, using a capillary protein analysis. **e** Quantification of organoid survival, 4 days after inhibition of EGFR, MEK, ERK and/or induction of BRAF^V600E^, as in panel (**b**). Error bars in panels (**b**), (**d**) and (**e**) denote standard deviations. Data shown in panels (**b**), (**d**), and (**e**) are available as a Source Data file

We initiated organoid cultures by embedding intestinal crypts from FLUC-, KRAS^G12V^-, and BRAF^V600E^-inducible mice into extracellular matrix, as described before^27^. When we induced oncoprotein production by adding doxycycline to the culture media, BRAF^V600E^ led to irreversible disintegration of organoids within 1–2 days, whereas transgenic KRAS^G12V^ or the FLUC control protein were well tolerated, even after several passages (Fig. 2b). To examine whether the BRAF oncogene has detrimental effects on the epithelium beyond the previously reported loss of stem cells^29,30^, we examined histology of the induced organoids at ultrastructural level using transmission electron microscopy (Fig. 2c). We found that control and KRAS^G12V^-induced organoids showed the expected tissue structure, that is, a single-layered polarised epithelium with continuous apical and basal surfaces as well as a brush border at the apical side. Desmosomes, providing lateral cell adhesion, were clearly visible. In contrast, BRAF^V600E^-induced organoids displayed a continuous basal surface, whereas the apical side was grossly distorted, although it contained a brush border as evidence of polarisation. Nuclei were pleomorphic and no longer lined up basally but scattered at different positions. Cells were still attached to each other by desmosome bridges, indicating that the ongoing epithelial disorganisation was taking place in the presence of lateral cell adhesion.

To ascertain whether the epithelial disorganisation provoked by BRAF^V600E^ was correlated with MAPK activity, we measured phosphorylation of ERK. We found that induction of BRAF^V600E^, but not KRAS^G12V^, resulted in high phospho-ERK levels in intestinal organoids, as determined by capillary protein analysis (Fig. 2d). BRAF^V600E^-induced organoid disintegration could be counteracted by inhibition of the BRAF-downstream MEK and ERK kinases using AZD6244/Selumetinib^31^ and BVD-523/Ulixertinib^32^, respectively, but not by inhibition of the upstream EGFR tyrosine kinase receptor family using AZD8931/Sapitinib^33^ (Fig. 2e), showing that the phenotype is due to excessive MEK-ERK activity. Indeed, only 24 h after BRAF^V600E^ induction, almost all direct ERK target genes^34^ were activated. In contrast, conditional expression of KRAS^G12V^ induced RAS activity as measured by a RAS-GTP pull-down assay but had no obvious effect on bulk organoid transcription (Supplementary Fig. 1).

### BRAF^V600E^ disrupts intestinal differentiation trajectories

To uncover potential cellular heterogeneity in response to the oncogenes, we performed single-cell transcriptome analyses. We induced FLUC control, BRAF^V600E^- and KRAS^G12V^-transgenic organoids for 24 h, prepared single-cell suspensions, and stained them with a fluorescent antibody against the crypt cell marker CD44^35^, and with a fluorescent dye to eliminate dead cells. 

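FLUC organoids, which express firefly luciferase with tdTomato, were the control. Doxycycline was added at 2 µg/ml for 24 h, and single cells were sorted into the 96-well plates of the BD Precise whole-transcriptome assay. The deposited data hold 167 cells on 2 plates, 80 on the first and 87 on the second. FLUC control cells were on both plates, 45 of them CD44-high and 42 CD44-low. KRAS G12V cells comprised 36 CD44-high cells on both plates and 21 CD44-low cells on the second plate. The 7 CD44-high and 16 CD44-low BRAF V600E cells were all on the first plate. The paper does not state that the plates hold separate cultures, and its reporting summary lists the single-cell sequencing as not replicated, so a plate is used as the replicate and its spread covers differences between plates. The authors processed the reads with the assay's pipeline, checked the cells with scater and normalised the counts with the TMM method of edgeR. The deposited table lists 2362 genes, each as log2 of the normalised count plus 1, with the gene's mean over the cells of the plate subtracted. The subtracted mean was restored from the lowest value that undetected cells share. Each value was then a whole multiple of the reciprocal of its cell's size factor (tolerance 0.01). Genes without such a shared value, 99 on the first and 152 on the second plate, were placed by their best fit to whole multiples. Normalised values and counts were recovered in these ways. Counts in the listed genes ranged from 1527 to 43301 per cell, with a median of 6586. They are not a cell's whole depth, because the table does not list every gene. Median counts (lowest to highest) were 8869 (1527 to 43301) in CD44-high and 5776.5 (2183 to 16905) in CD44-low FLUC cells, 9028.5 (3605 to 22516) and 4868 (3260 to 8705) in KRAS G12V cells, and 8416 (6230 to 17832) and 4758.5 (2865 to 8822) in BRAF V600E cells. For tests, the normalised values were averaged over the cells of each group on each plate, 0.0776 was added, and log2 values of the resulting 7 plate-level averages of FLUC and KRAS G12V cells were fitted with limma, with group and plate as terms. This covered the 2180 genes detected in at least 10% of the cells. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. BRAF V600E cells were compared with FLUC cells of the same plate without a test. Clusters came from k-means on the first 10 principal components of the 1000 most variable genes, with the values centred on each plate as deposited.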

Using single-cell sorting on the transgene-expressing organoids we next acquired samples of CD44-high crypt and CD44-low villus cells (see Supplementary Fig. 2 for FACS gating strategy), which were subjected to single-cell RNA sequencing. In total, we obtained transcriptomes of 167 cells with >1000 detected genes each, that were used for further analysis. 

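Of the 167 cells, 66 formed a cluster led by genes of proliferating TA cells, such as the tubulin genes Tuba1b and Tubb5. A further 38, 26 and 6 cells formed 3 clusters led by enterocyte genes. The next 20 cells were led by Paneth and goblet cell genes together, and the last 11 by genes of none of the cell type lists, among them 5 fetal and regenerative and 2 gastric and serrated genes of the 10 leading ones. A score was computed per cell as the percentage of a marker list that was detected, per 1000 detected genes. The median enterocyte score was 23.5 in the proliferating cluster and 47.3, 63.3 and 80.4 in the enterocyte-like clusters of 38, 26 and 6 cells. The median stem cell score was 10.1 in the proliferating and 15.3 in the Paneth- and goblet-like cluster. Lyz1, which encodes the Paneth cell lysozyme, was detected in 16 of the 20 Paneth- and goblet-like cells at a median of 8922 counts per cell. It was also detected in 17 of 38 and 7 of 26 cells of the larger enterocyte-like clusters, which should lack it, at medians of 5579.5 and 6284.5 counts. A cluster was named when at least 3 of its 10 leading genes belonged to a cell type marker list, unless its median count was under 1/3 of that of its plates and none of these markers was among its 10 leading genes by fold, a rule settled after the leading genes had been seen. The clusters were computed from genes that include 18 of the 22 listed enterocyte markers, so the scores describe them and are no separate test.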

Single-cell transcriptomes could be assigned to six interconnected clusters with help of k-means clustering and were visualised in a t-SNE-based representation (Fig. 3a). 

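CD44-high cells had higher expression of proliferation, stem cell and secretory genes, and CD44-low cells had higher expression of enterocyte genes (plot of log2 fold changes by gene list). Of 15 genes of proliferating TA cells, all 15 rose in CD44-high cells, with a mean log2 fold change of 2.21. Among them Stmn1, a regulator of microtubules, had 3.08 (standard error 0.30, adjusted p = 0.00296) and the proliferation antigen Mki67 had 2.40 (standard error 0.27, adjusted p = 0.0036). Of 20 enterocyte genes, 18 fell and none rose (20 fell when adjusted over the list alone), with a mean of −2.75. The fatty acid-binding protein gene Fabp1, on chromosome 6 of GRCm38 from 71199827 to 71205023, had −4.52 (standard error 0.28, adjusted p = 0.00183).
Of 7 stem cell genes, 6 rose, led by the ion cotransporter gene Slc12a2 with 3.09 (standard error 0.24, adjusted p = 0.00204), while Lgr5, a marker of crypt base stem cells, had 0.26 (standard error 0.40, adjusted p = 0.639). Of 8 Paneth cell genes, 7 rose and 1, the lipase-related gene Pnliprp2, fell (−2.47, standard error 0.24), and the largest rises were those of the defensin genes Defa30 (3.91, standard error 0.89, adjusted p = 0.0216), and Defa17 (3.81), followed by Itln1 (3.37), Defa24 (3.32) and Lyz1 (3.27). Of 10 goblet cell genes, 6 rose (9 when adjusted over the list alone), including Agr2 (3.35) and the mucin gene Muc2 (2.11). Exosc8 (3.19) and Ceacam10 (2.99) completed the 10 largest rises. Of 7 antimicrobial genes of the lower villus, 5 fell, and Reg3b (−5.76, standard error 0.38, adjusted p = 0.00183), Reg3a (−5.37) and Reg1 (−5.19) had the largest falls of all genes, ahead of Apoa4 (−4.49), Leap2 (−4.21), Adh6a (−4.07), Aldob (−3.84), Guca2b (−3.77) and Gsta1 (−3.72). Of 10 lipid absorption genes, 9 fell, with a mean of −2.49. Of 7 genes of the upper villus, 5 fell and 1, the purine-metabolism gene Ada, rose (1.61, standard error 0.24, adjusted p = 0.00651).
By camera with a preset correlation of 0.01, the lists differed from the other genes for the enterocyte (adjusted p = 2.85e-19), proliferation (1.06e-06), lipid absorption (4.5e-10), antimicrobial (6.6e-07), upper villus (0.00333), goblet (0.00686) and stem cell genes (0.00959). With an estimated correlation none of these calls held (adjusted p = 0.310 for the enterocyte, lipid absorption and antimicrobial lists, 0.455 for proliferation, 0.460 for the upper villus, 0.473 for goblet and 0.607 for stem cell genes). Without the first plate the stem cell list was not called with the preset correlation either (adjusted p = 0.0504). The Paneth cell list was not called (adjusted p = 0.0975). In total 433 genes rose and 203 fell in CD44-high cells, relative to a median over all genes of 0.40, in 3 pairs of CD44-high and CD44-low groups on the same plate. With cells rescaled to the same total 255 rose and 167 fell, and without the plate term 191 and 107. No gene passed the threshold without the first plate, which leaves 4 plate-level averages (691 at an unadjusted p under 0.05), and none with every cell reduced at random to 1500 counts (352 unadjusted), where the means were 2.33 over 9 proliferation genes and −2.98 over 14 enterocyte genes.

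**Figure D1:**
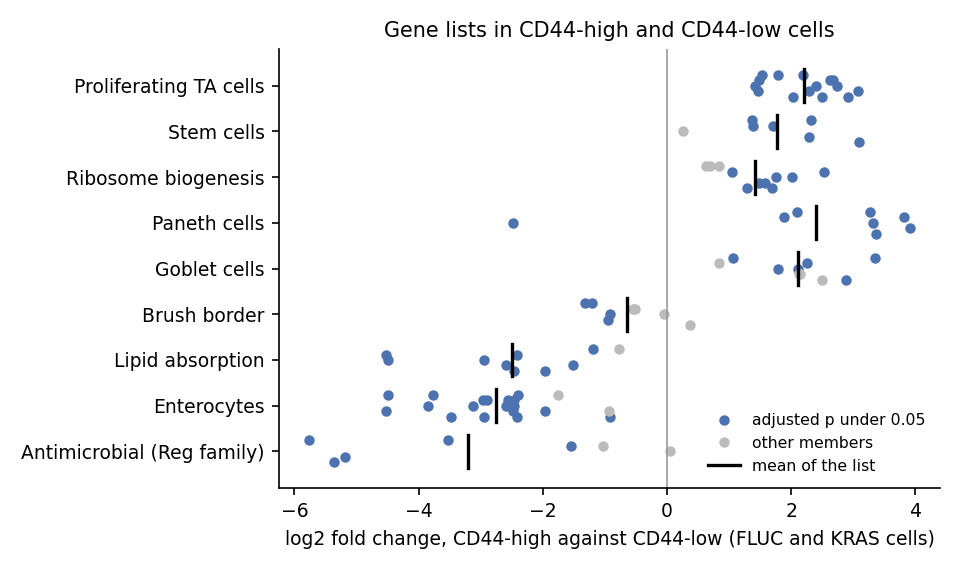
Log2 fold change of the members of 9 gene lists between CD44-high and CD44-low cells of the FLUC and KRAS G12V groups, from limma. Each point is a gene, blue where its adjusted p was under 0.05 and grey where not, and the black line is the mean of the list. The 15 proliferation genes lie above 0 and the 20 enterocyte genes below it.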

Mapping of signature genes for intestinal stem cells (ISCs), proliferative TA cells, differentiated enterocytes^20^ and secretory Paneth cells^4^, and the CD44 status as inferred from flow cytometry (Fig. 3b, c) confirmed the calculated differentiation trajectories (grey overlay in Fig. 3a): undifferentiated CD44-high ISC and TA cell signature genes were enriched in clusters 1 and 2 while Paneth cell marker genes were highest in cluster 2, indicating the differentiation route for secretory crypt cells; expression of enterocyte signature genes increased gradually in clusters 3–5, marking the CD44-low absorptive lineage.

**Fig. 3:**
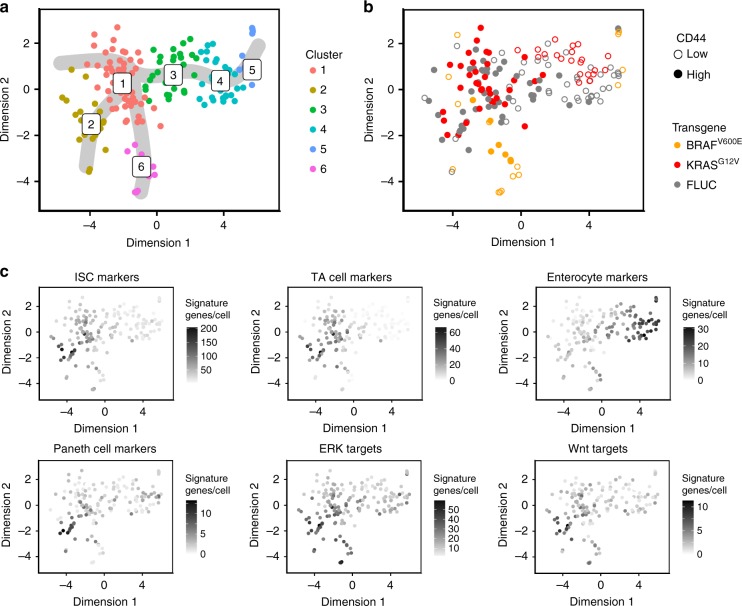
Differential effects of BRAF^V600E^ or KRAS^G12V^ on gene expression and intestinal cell hierarchies. All panels: t-SNE visualisations and clustering of organoid single-cell transcriptomes clustered with k-means, 24 h after induction of FLUC control, BRAF^V600E^ or KRAS^G12V^ transgenes. **a** Colour code for six k-means clusters, and inferred differentiation trajectories starting at cluster 1 shown as grey overlay. **b** Colour code for transgene and CD44 positivity, as inferred from flow cytometry. CD44 positivity was used to direct cell selection, and thus relative fractions of CD44-high and -low cells are not representative. For CD44 status of the cell populations, see Supplementary Fig. 2. **c** Mapping of cell- and pathway-specific differentiation signatures. Numbers of signature genes detected are given per single-cell transcriptome

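CD44-high cells of FLUC and KRAS G12V organoids lay mostly in the cluster of proliferating cells, which held 24 of 45 FLUC and 29 of 36 KRAS G12V cells, or 80.6% of the latter. The Paneth- and goblet-like cluster held 11 CD44-high FLUC and 5 CD44-high KRAS G12V cells. CD44-low cells lay mostly in the enterocyte-like clusters of 38 and 26 cells. These held 14 and 17 of the 42 CD44-low FLUC cells and 14 and 6 of the 21 CD44-low KRAS G12V cells. No FLUC or KRAS G12V cell was in the cluster of 11 cells without a cell type name. Because the cells were gated on CD44 before sequencing, the shares describe the sorted cells and not the organoid. Differences in share between the transgenes were not tested, since the plates give 2 values for a group at most.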

We next considered the distribution of cells expressing specific transgenes (Fig. 3b): FLUC control and KRAS^G12V^-expressing cells intermingled throughout the clusters 1–5 of the normal cell differentiation trajectories. BRAF^V600E^-expressing cells were in contrast depleted from the central clusters 2–4, and instead formed outsider cluster 6, composed entirely of BRAF-induced cells. 

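BRAF V600E cells made up all 11 cells of a cluster without a cell type name, 5 of them sorted as CD44-high and 6 as CD44-low (plot of cluster shares by group). These were 47.8% of the 23 BRAF V600E cells (95% Clopper-Pearson interval 26.8% to 69.4%). Of the 57 FLUC and KRAS G12V cells on the same plate none was in the cluster, and a count of 0 allows a share of up to 5.26%. The interleukin-1 receptor antagonist gene Il1rn, the annexin genes Anxa10 and Anxa2 and the calcium-binding protein genes S100a6 and S100a14 were among the genes that defined the cluster. The other BRAF V600E cells were spread over the proliferating cluster with 4 cells, the Paneth- and goblet-like cluster with 3 and the enterocyte-like clusters of 26 and 6 cells with 2 and 3. None was in the enterocyte-like cluster of 38 cells. The cluster held from 8 to 11 BRAF V600E cells and no other cell when the number of genes, components or clusters was changed, when the second plate was left out, without the centring within plates and with every cell reduced to 1500 counts. Without the 100 genes with the largest difference between BRAF V600E and FLUC cells, the cluster with the largest share of BRAF V600E cells held 3 of 23 (13.0%) and 1 other cell.

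**Figure D2:**
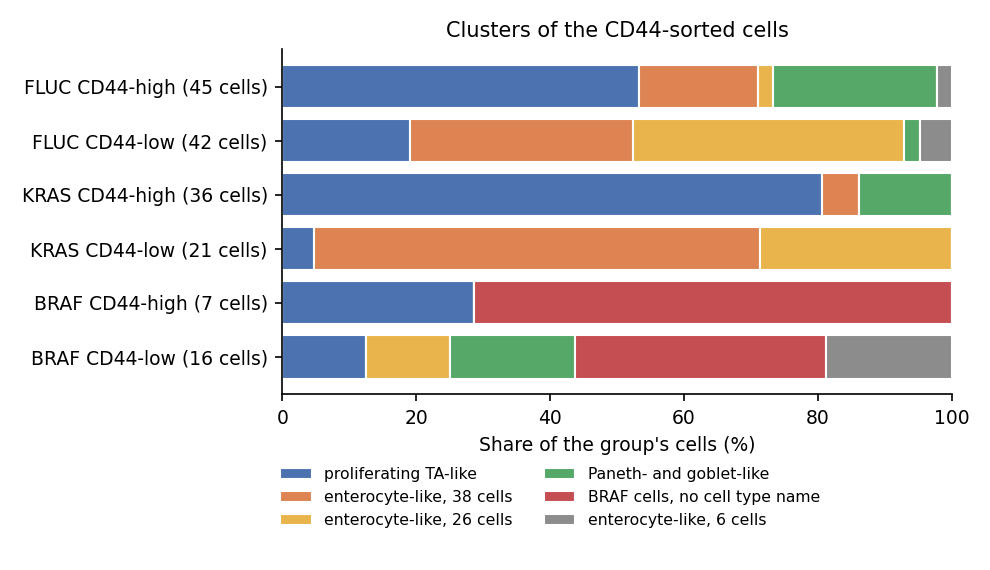
Share of the cells of each group in each of 6 k-means clusters, in percent, for FLUC, KRAS G12V and BRAF V600E cells sorted as CD44-high or CD44-low. The cluster of 11 cells without a cell type name appears in the BRAF V600E groups alone.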

Notably, cells in cluster 6 uniformly expressed high levels of ERK target genes, regardless of whether they were sorted as CD44-high or CD44-low. Furthermore, cluster 6 cells also highly expressed *Anxa10*, which has been identified as a marker for BRAF-positive serrated adenoma^36^ (Supplementary Fig. 3). 

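Median scores of ERK target genes were higher in BRAF V600E than in FLUC cells of both CD44 gates, inside and outside the cluster of BRAF V600E cells, and highest in CD44-low BRAF V600E cells. The score, the percentage of 44 ERK target and feedback genes detected per 1000 detected genes, had a median of 6.01 (lowest to highest 1.49 to 6.56) in the 5 CD44-high cells and of 11.8 (0 to 18.2) in the 6 CD44-low cells of the cluster. The 10 CD44-low BRAF V600E cells outside the cluster had a median of 9.11 (2.98 to 20.6). Outside the cluster the CD44-high gate had only 2 BRAF V600E cells, with scores of 1.58 and 10.1 (median 5.84), too few to describe that group. FLUC cells of the same plate had medians of 3.57 (0 to 14.1) in the CD44-high and 2.20 (0 to 5.54) in the CD44-low gate. By cluster, the median was 6.56 in the cluster of BRAF V600E cells and 6.58 in the Paneth- and goblet-like cluster. It was 6.28 in the enterocyte-like cluster of 6 cells, and 2.81, 2.17 and 2.28 in the clusters of 66, 38 and 26 cells. A median at this level was thus not particular to the cluster of BRAF V600E cells. In the CD44-low gate all 10 listed ERK target genes were higher in BRAF V600E than in FLUC cells. In the CD44-high gate 5 were higher, namely Phlda1, Tnfrsf12a, Emp1, Klf6 and Hbegf, and 5 were lower. Phlda1, for example, had a log2 ratio of 5.23 in CD44-low and 0.72 in CD44-high cells, and Emp1 had 5.04 and 0.62. Averaged over the gates, the median log2 ratio of the 10 genes was 1.84, above that of 99.99% of 10000 random lists of the same size. The table lists 10 of the 44 genes and lacks Dusp6, so the score rests on few genes per cell. With 1 plate no spread between replicates could be had.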

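Anxa10, an annexin gene on chromosome 8 of GRCm38 from 62057042 to 62123150, was detected in all 11 cells of the BRAF V600E cluster, at a mean of 42.6 normalised counts. Among all BRAF V600E cells it was detected in 6 of 7 CD44-high and 9 of 16 CD44-low cells, at means of 28.5 and 18.3. FLUC cells of the same plate had it in 2 of 23 CD44-high and 3 of 21 CD44-low cells, which gives log2 ratios of 6.78 and 6.01 for BRAF V600E against FLUC. By the mean of these ratios it ranked first among genes with the same direction in both gates and detected in at least 25% of the BRAF V600E cells (plot of ratios by gate). FLUC and KRAS G12V cells of both plates give the level of detection in the other clusters, which was 5 of 62 proliferating, 3 of 38, 1 of 24 and 0 of 3 enterocyte-like and 0 of 17 Paneth- and goblet-like cells. In KRAS G12V organoids 3 of 36 CD44-high and 0 of 21 CD44-low cells had a count. Anxa10 helped to define the cluster, so its level there is not independent of the clustering.
Other genes with large ratios were Il1rn (6.01), Ly6d (5.97), Lgals3 (5.90), Sprr2h (5.72), S100a14 (5.60), S100a6 (5.55), Msln (5.52), Psca (5.16), 2010109I03Rik (5.15), Sprr2a3 (5.01) and Anxa3 (4.80). Of these, Ly6d was not detected in CD44-high FLUC cells, and Msln, 2010109I03Rik and Sprr2a3 were not detected in CD44-low FLUC cells, so that their ratios depend on the value added before taking logs.

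**Figure D3:**
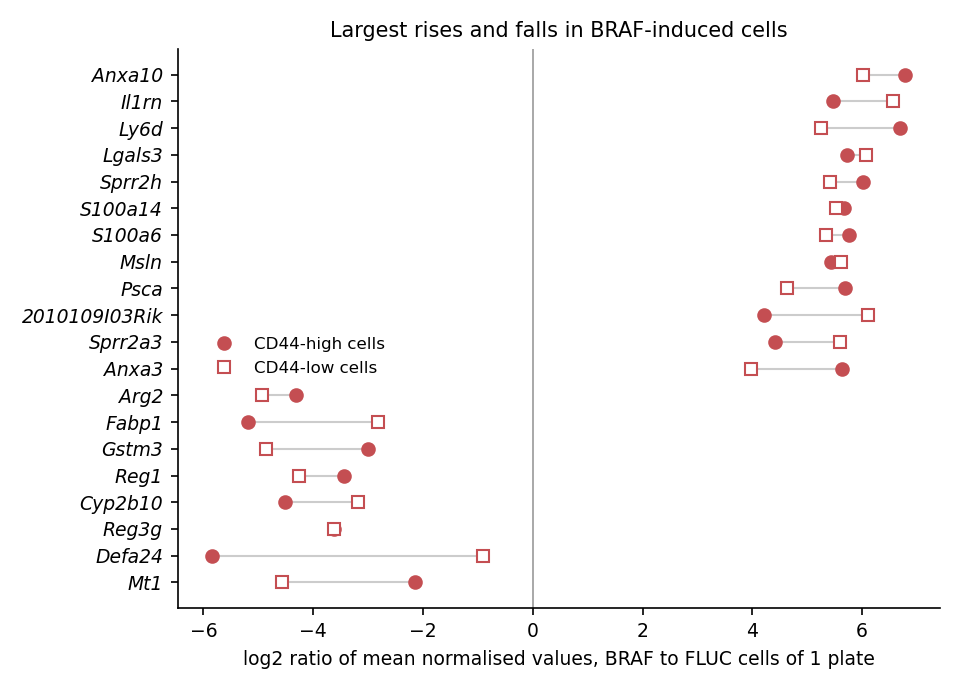
Log2 ratio of BRAF V600E to FLUC cells of 1 plate for the 12 genes with the largest rise and the 8 with the largest fall. The genes have the same direction in both gates and were detected in at least 25% of BRAF V600E (rises) or FLUC cells (falls). Filled circles are CD44-high and open squares CD44-low cells. Anxa10 has the largest mean ratio, with 6.78 and 6.01 in the CD44-high and CD44-low gates.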

The single-cell analysis thus showed that BRAF^V600E^ imposed a specific gene expression programme onto intestinal cells, independent of their prior differentiation state. 

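BRAF V600E cells of both gates had high levels of genes of the fetal or regenerating epithelium and low levels of antimicrobial genes. Enterocyte genes were lower on average, but not by score in the CD44-high gate. There the median enterocyte score was 25.9 in the cluster and 25.0 outside it, against 23.7 in FLUC cells. In the CD44-low gate it was 21.7 and 44.5, against 53.4. Of 10 fetal and regenerative genes, all 10 were higher in BRAF V600E than in FLUC cells on average and 9 were higher in both gates, with a median log2 ratio of 4.71. Of 5 genes of gastric or serrated lesions, 4 were higher, with a median of 4.56. Genes entered when detected in at least 10% of the BRAF V600E and FLUC cells taken together. A gene such as Msln, detected in 43.5% of BRAF V600E and 2.27% of FLUC cells, thus entered through the BRAF V600E cells. The counts of higher genes are partly set by this filter. Of 21 enterocyte genes, 17 were lower on average and 12 were lower in both gates, with a median of −1.68. Among genes lower in both gates and detected in at least 25% of FLUC cells, the largest falls on average were those of Arg2 (−4.63), Fabp1 (−5.19 in CD44-high and −2.82 in CD44-low cells), Gstm3 (−3.94), Reg1 (−3.85), Cyp2b10 (−3.84), Reg3g (−3.62), Defa24 (−3.37) and Mt1 (−3.36). Of 7 antimicrobial genes, 6 were lower in both gates, with a median of −2.99. The 4 Paneth cell genes had a median of −1.63, but only Defa24 was lower in both gates, Pnliprp2 was higher in both, and Lyz1 and Itln1 were lower in CD44-high and higher in CD44-low cells. Arg2 and Cyp2b10 were not detected in CD44-high BRAF V600E cells, so their ratios are no bounds.
Against 10000 random lists of the same size, the median lay at the 100th percentile for the fetal and regenerative genes, at 99.99 for the gastric genes, at 0 for the enterocyte and antimicrobial genes and at 0.65 for the Paneth cell genes (26.69 with means of log2 values). In all, 65 genes were at least 4-fold higher and 27 at least 4-fold lower in both gates, of 2223 genes, a count chosen after the data had been seen. The count of higher genes was 8 with means of log2 values and 35 with a 5 times larger added value. That of lower genes was 1 and 12 in these settings. Stem cell genes (percentile 28.63) and proliferation genes (35.15) did not stand apart from random lists. BRAF V600E and FLUC cells shared 1 plate, so there is no replicate and no test for single genes. The paper points to the separate cluster, its ERK target genes in cells of both CD44 gates, and its high Anxa10 level. It concludes that BRAF V600E imposes its own expression programme on intestinal cells whatever their earlier differentiation state.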

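No gene passed the threshold between KRAS G12V and FLUC cells of the CD44 sort, averaged over the gates. The ERK target genes had a mean log2 fold change of −0.02, with 5 of 7 above 0, and were not called as a list (adjusted p = 0.169, with camera's direction up against the other genes). Several lists differed from the other genes by camera, all with lower means in KRAS G12V cells except glycolysis. All 20 enterocyte genes were below 0, with a mean of −0.71 (adjusted p = 0.00655), as were all 8 Paneth cell genes, with −1.50 (adjusted p = 0.00655), and all 10 goblet cell genes, with −1.14 (adjusted p = 0.0277). Of 15 proliferation genes 13 were below 0, with a mean of −0.75 (adjusted p = 0.00655), and of 7 antimicrobial genes 6 were below 0, with −1.06 (adjusted p = 0.0132). These last 2 lists were not called without the first plate (adjusted p = 0.153 and 0.0547). Of 11 glycolysis genes 8 were above 0, with a mean of 0.39 (adjusted p = 1.11e-06). None of these list calls held with an estimated correlation (adjusted p = 0.555 for Paneth cell genes and 0.496 for the others).
Reg1, on chromosome 6 from 78422711 to 78428667, had the lowest adjusted p of these lists' genes, with −2.24 (standard error 0.24, adjusted p = 0.141). Mki67 had −1.67 (standard error 0.27, adjusted p = 0.19). At an unadjusted p under 0.05, 13 genes were higher and 334 lower by limma, against a median over all genes of −0.26. KRAS G12V CD44-low cells were on the second plate only, so this gate rests on 1 plate. With a 5 times larger added value 4 genes passed, and 1 passed among the genes detected in at least 25% of the cells.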

Transcriptomes of KRAS^G12V^-induced cells, in contrast, were undistinguishable from FLUC control cells; however, we observed that KRAS^G12V^-induced cells showed a shift towards CD44-high undifferentiated cell types compared with FLUC controls (see Supplementary Fig. 2b).

### KRAS^G12V^-to-ERK signalling is cell type-specific

To visualise ERK activity with single-cell resolution in organoids, we employed the Fra-1-based integrative reporter of ERK (FIRE) that translates ERK kinase activity into stability of a nuclear yellow-green venus fluorescent protein (Fig. 4a)^23^. FIRE fluorescence in organoids cultured in normal growth medium containing EGF was strong in crypts, whereas differentiated villus tissue was largely FIRE negative (Fig. 4b). In EGF-free medium, ERK activity in the crypt base persisted, likely due to autocrine and paracrine signals from EGF-producing Paneth cells^4^.

**Fig. 4:**
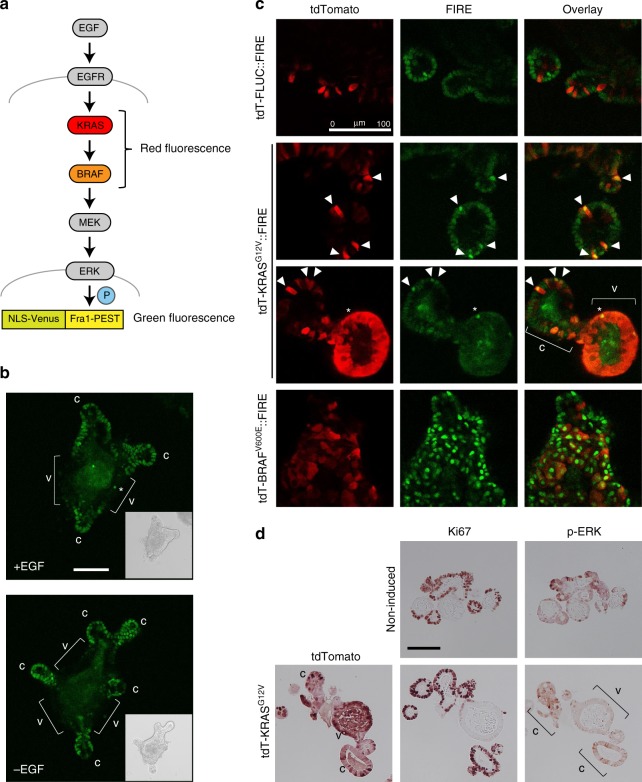
Visualisation of ERK activity by FIRE reveals KRAS^G12V^-responsive cells. **a** Schematic representation of signalling pathway and reporter. **b** FIRE activity in wild-type intestinal organoids, in the presence and absence of EGF in the culture medium, as indicated. Asterisk marks isolated FIRE-high villus cell. **c** Fluorescence microscopy images showing transgene expression (red), FIRE activity (green), and overlays in intestinal organoids, taken 2 days (FLUC, KRAS) or 1 day (BRAF) after transgene induction. Arrow heads mark KRAS^G12V^/FIRE-high crypt cells, asterisk marks FIRE-high villus cell, respectively. **d** Immunohistochemistry of tdTomato, Ki67 and p-ERK in intestinal organoids, as indicated. In panels (**c**) and (**d**), c and v demarcate crypt and villus areas, respectively. Scale bars are 100 µm in all panels

We next conditionally expressed FLUC control, KRAS^G12V^-, or BRAF^V600E^-encoding transgenes in FIRE-transfected organoids (Fig. 4c). Transgene induction was often variable, as inferred by tdTomato fluorescence, allowing to compare individual tdTomato-positive cells with transgene-negative neighbouring tissue. tdTomato-FLUC control transgene expression had no influence on FIRE activity. In contrast, expression of KRAS^G12V^ resulted in increased FIRE signals in crypt cells, which consistently displayed stronger reporter activity compared with adjacent KRAS^G12V^-negative cells. Surprisingly, a large majority of villus cells remained FIRE negative, despite strong tdTomato-KRAS^G12V^ positivity. We confirmed the differential signal transduction from KRAS^G12V^ to ERK using phospho-ERK immunohistochemistry (Fig. 4d). In line with our FIRE reporter data, p-ERK-positive cells were largely absent in central differentiated (Ki67-negative) villus areas of organoids, despite strong tdTomato-KRAS^G12V^ staining. Taken together, our results show that ERK activity in differentiated villus epithelial cells can neither be increased by EGF in the medium nor by induction of oncogenic KRAS^G12V^. However, when we induced BRAF^V600E^, we found widespread and strong FIRE signals across the complete organoid (Fig. 4c). This suggests a strict and cell type-specific control of signal transduction by oncogenic KRAS, but not BRAF, in intestinal epithelial cells.

Since FIRE fluorescence could distinguish cells responsive to KRAS^G12V^, we next used the reporter to assist selection of cells for single-cell RNA sequencing. Our aim was to define cell types with high ERK activity, either in response to KRAS^G12V^ or as part of the normal cell hierarchy. For this, we induced organoids with the integrated ERK reporter for KRAS^G12V^ or FLUC, prepared single-cell suspensions and sorted cells by FACS into 96-well plates for transcriptome analysis (see Supplementary Fig. 4 for FACS gating strategy). We focussed on single cells with high transgene (tdTomato) signal that were either positive or negative for FIRE (venus) fluorescence (Fig. 5a). 

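FIRE organoids carry a reporter whose fluorescence follows ERK activity, and the deposited data hold 4 plates of FLUC and KRAS G12V cells sorted as FIRE-high or FIRE-low, with 38, 35, 53 and 71 cells. FLUC cells comprised 62 FIRE-high cells (5, 7, 24 and 26 on the 4 plates) and 43 FIRE-low cells (13, 12, 8 and 10). KRAS G12V cells comprised 39 FIRE-high cells (3, 2, 11 and 23) and 53 FIRE-low cells (17, 14, 10 and 12). The reporter lines were propagated from single picked organoids, so the transgene is compared between lines. The deposited table lists 3187 genes in the same unit as that of the CD44 sort, and the same steps restored normalised values and counts. Counts in the listed genes ranged from 894 to 34911 per cell, with a median of 8291. Median counts (lowest to highest) were 8984.5 (1079 to 31745) in FIRE-high and 7825 (921 to 34911) in FIRE-low FLUC cells, and 7532 (894 to 27281) and 8627 (1711 to 22052) in KRAS G12V cells. The fit took 15 plate-level averages and 3038 genes, with 0.0864 added before taking logs. The second plate's average of KRAS G12V FIRE-high cells was left out because it held 2 cells. Contrasts were FIRE-high against FIRE-low in each transgene and in their mean, KRAS G12V against FLUC, and the difference between the FIRE contrasts of the transgenes. Cells were grouped into 8 clusters. Shares of cells and scores were compared over plates with a two-sided exact sign-flip permutation test, which cannot give a p below 0.125 with 4 plates.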

In total, we obtained 197 single-cell transcriptomes. K-means clustering into eight groups and t-SNE-based visualisation revealed the cell type distribution (Fig. 5b, c). 

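Proliferation scores were highest in clusters of 34, 20 and 19 cells. The cluster of 34 cells was led by ribosomal protein genes and by Ran and Nhp2, with a median proliferation score of 39.1 and a median stem cell score of 8.78. None of its 10 leading genes is a stem cell or proliferation marker of the lists, so it was given no cell type name. It held 19 FIRE-high FLUC cells, 11 FIRE-high and 4 FIRE-low KRAS G12V cells and no FIRE-low FLUC cell. The cluster of 19 cells had cell-cycle genes such as Stmn1 among its leading genes, with median scores of 31.7 for proliferation and 11.4 for stem cell genes. Its first leading gene was the enteroendocrine gene Chgb, and its median enteroendocrine score of 10.0 (quartiles 5.94 to 20.4) was the second highest of the 8 clusters. Secretory cells formed 3 clusters. The cluster of 20 Paneth-like cells had a median Paneth score of 31.1, but also scores of 44.4 for goblet, 36.5 for proliferation and 15.5 for stem cell genes, with Spink4 and Tff3 among its leading genes. A cluster of 9 cells had goblet cell genes, with a median goblet score of 54.0 and a Paneth score of 14.6. A cluster of 11 cells had enteroendocrine genes, with a median enteroendocrine score of 33.0 and a Paneth score of 13.6. The Paneth-like and enteroendocrine-like clusters had medians of 4949 and 3234 counts per cell, against 12011 in the cluster of 34 cells, and the goblet-like cluster had 8903. The marker genes took part in the clustering, so the scores describe the clusters. A score counts genes missing from the table as undetected. The table lists 13 of 18 Paneth, 15 of 16 goblet, 26 of 26 proliferation, 15 of 20 enteroendocrine and 6 of 18 stem cell genes. Scores of 1 list can thus be compared between clusters, but scores of different lists are not on 1 scale.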

Cluster 1 was enriched for undifferentiated crypt (ISC and TA) marker genes, whereas clusters 2–4 were defined by Paneth cell signature genes (Fig. 5d; Supplementary Fig. 5). 

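Lyz1 and defensin genes marked the cluster of 20 Paneth-like cells, and Mptx1 and Agr2 marked the cluster of 9 goblet-like cells. Lyz1, on chromosome 10 of GRCm38 from 117287797 to 117292868, ranked 3 among the genes of the Paneth-like cluster after Defa24 and Defa17. It was detected in 15 of the 20 cells at a mean of 87.7 normalised counts, and in 8 of the 9 goblet-like cells. In the 2 large enterocyte-like clusters, which should lack it, it was detected in 13 of 46 and 11 of 44 cells at medians of 8260 and 8522 counts per cell. Mptx1, which encodes a pentraxin of Paneth cells and lies on chromosome 1 from 174330518 to 174332873, ranked 8 in the goblet-like cluster. It was detected there in 6 of 9 cells at a mean of 127, and in 7 of 20 Paneth-like cells. Agr2, a protein disulphide isomerase gene of mucin-producing cells on chromosome 12 from 35992907 to 36004087, ranked 5 in the goblet-like cluster. It was detected in 9 of 9 goblet-like cells at a mean of 141 and in 17 of 20 Paneth-like cells. Each gene helped to define the clusters in which it is counted, and the number of goblet-like cells limits the precision.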

Cluster 2 was enriched for Paneth cell markers such as *Lyz1*, encoding Lysozyme^37^, and several genes encoding Defensins, while other cluster-defining genes such as *Mptx1* and *Agr2* in cluster 4 hint at a high degree of Paneth cell heterogeneity. 

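Enterocyte genes led 2 clusters of 46 and 44 cells, with Fabp1 and Fabp2 among the leading genes of both. Fabp1, the liver-type fatty acid-binding protein, ranked 5 in the cluster of 46 cells and 1 in the cluster of 44 cells. Fabp2, the intestinal type, on chromosome 3 of GRCm38 from 122895072 to 122899506, ranked 8 in the former and 16 in the latter. The cluster of 46 cells was led by the detoxification genes Gsta1, Adh1 and Gstm3 and had a median enterocyte score of 40.0 and an upper villus score of 24.4. The cluster of 44 cells included Reg1, Apoa4 and Aldob and had scores of 54.0 and 36.1. A cluster of 14 cells had the highest of these scores, 73.1 and 65.6, at a median of 1912.5 counts per cell. It was led by Gm10801, Apoa1, Gm10800 and the mitochondrial genes mt-Co1 and mt-Nd5, with the sterol transporter gene Abcg5 at rank 8. Fabp1 and Fabp2 were lower there than in the other cells (differences in mean log2 value of −0.47 and −1.54). The score divides by the genes detected, so in shallow cells it rests on few genes. Of the 10 leading genes of this cluster 4 are enterocyte markers, but none is among the 10 leading by fold, and its median count is under 1/3 of that of its plates (8289.64), so it was given no cell type name.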

Clusters 5–8 formed a differentiation trajectory for absorptive cells, with *Ifabp1* as the top defining gene for clusters 5–7 (Supplementary Fig. 5).

**Fig. 5:**
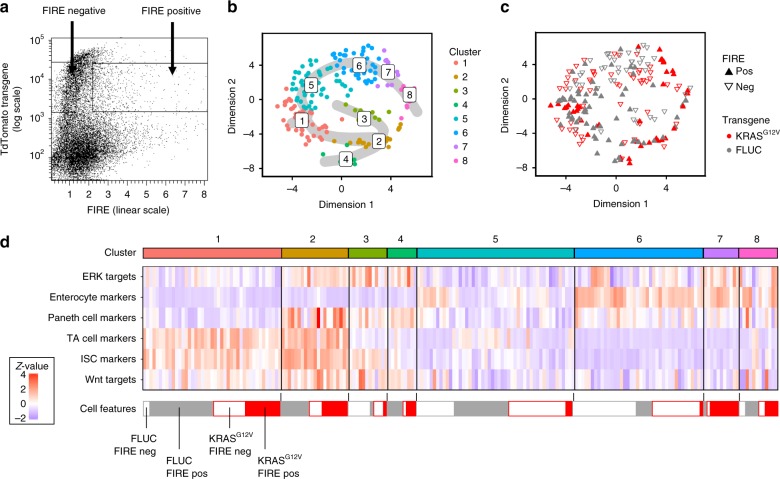
Single-cell RNA sequencing reveals KRAS^G12V^-responsive and -unresponsive organoid cells. **a** Fluorescence-activated cell sort gates for FIRE-negative and -positive cells. **b** t-SNE visualisation colour-coded for eight clusters identified with k-means clustering. Differentiation trajectories starting at cluster 1 are shown as grey overlay. **c** t-SNE visualisation displaying colour codes for transgene and FIRE positivity. Filled upward-pointing triangles: FIRE-high; outlined downward-pointing triangles: FIRE-low. Red: KRAS^G12V^; grey: FLUC. **d** Heatmap of z-transformed signature scores per cell for cluster cell type identification. Signature scores correspond to the number of expressed signature genes per cell normalised to gene detection rate and signature length. Blue: low target gene signature abundance; Red: high target gene signature abundance. Cluster colour codes are given above, and transgene and FIRE positivity codes are given below the heatmap

Using this information, we assessed the distribution of transcriptomes derived from KRAS^G12V^-induced FIRE-high cells (Fig. 5c, d). These were confined to distinct aggregates encompassing the undifferentiated cell zone of cluster 1, as well as transcriptomes inhabiting the outer right rim of the t-SNE representation that we above assigned to be derived from late-stage enterocytes and Paneth cells. 

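KRAS G12V FIRE-high cells were spread over 7 of the 8 clusters (plot of cluster shares by group). Of the 39 cells, 11 (28.2%) were in the cluster of 34 cells with high proliferation scores and no cell type name. The Paneth-like cluster held 8 (20.5%) and the goblet-like cluster 3. The second enterocyte-like cluster, which expresses Apoa4 and Reg1, held 9 (23.1%). The cluster of 14 cells with few counts, which was given no cell type name either, held 5 (12.8%). The first enterocyte-like cluster, which expresses Gstm3 and Adh1, held none of them. All 11 cells in the cluster of 34 came from the fourth plate.
FIRE-high cells had higher Paneth cell and goblet cell genes than FIRE-low cells in FLUC organoids. There the 9 Paneth cell genes had a mean log2 fold change of 3.20, with 8 above 0 (camera adjusted p = 0.0101), and the 11 goblet cell genes had 2.53, with 10 above 0 (adjusted p = 0.00724). All 25 proliferation genes were above 0 as well, with a mean of 1.90 (adjusted p = 1.12e-06), as were the 6 stem cell genes, with 1.82 (adjusted p = 0.0302), and the 5 Wnt target genes, with 1.55 (adjusted p = 0.0191). None of these calls held with an estimated correlation (adjusted p = 0.415, 0.475, 0.414, 0.458 and 0.414 in this order). With the preset correlation the stem cell list was not called without the second (adjusted p = 0.123) or the third plate (0.0668), nor the Wnt target list without the second (0.0959). In KRAS G12V organoids all 9 Paneth cell genes were above 0, with a mean of 1.62, and the list was not called (adjusted p = 0.0852). This result depends on the plates and on the processing. Without the first plate, with its 3 KRAS G12V FIRE-high cells, the Paneth cell list was called, with a mean of 4.37 over 8 genes (adjusted p = 5.75e-09), as were the goblet cell list with 2.63 (0.000823), the stem cell list with 1.56 (0.0375) and the proliferation list with 1.23 (0.0191), none of them with an estimated correlation (adjusted p = 0.198, 0.623, 0.623 and 0.686). The Paneth cell list was also called with averages weighted by their cells (mean 2.72, adjusted p = 0.00383), in cells with more than 1000 listed genes (0.00948), without the plate term (0.0267), with means of log2 values (0.0464) and with cells rescaled to the same total (0.0468), and in none of these 5 with an estimated correlation (adjusted p = 0.684, 0.897, 0.765, 0.861 and 0.746 in this order). Its mean was 0.083 without the third (adjusted p = 0.946) and 0.49 without the fourth plate (0.229). Depth differed between the gates on the third plate, with median counts of 2900 in KRAS G12V FIRE-high and 8526 in FIRE-low cells. On the first plate these medians were 7532 and 10093, and on the fourth 8988 and 5275.5. The ERK target genes had means of 0.85 in FLUC and 0.51 in KRAS G12V cells, with 14 and 10 of 15 above 0, and were called in neither (adjusted p = 0.357 and 0.532). Phlda1, an ERK target, had 2.81 in FLUC cells (standard error 0.99, adjusted p = 0.203), and the cyclin gene Ccnd1 had 2.58 (standard error 0.50, adjusted p = 0.141).
The Paneth-like share was higher in FIRE-high than in FIRE-low FLUC cells on 4 of 4 plates, by 14.6 percentage points (SD 3.79, n = 4 plates, exact permutation p = 0.125). In KRAS G12V cells it was higher on 2 plates and lower on 1, by 6.53 points (SD 19.5, n = 4, exact permutation p = 0.75). The first and second plates hold 3 and 2 KRAS G12V FIRE-high cells, so their shares are imprecise. In FLUC cells limma called 1 gene, Mptx1 (log2 fold change 5.26, standard error 0.50, adjusted p = 0.000242), in KRAS G12V cells none. At an unadjusted p under 0.05 there were 564 and 245 genes, and the median over all genes was 0.44 in FLUC cells. Without the first plate 71 and 3 genes passed, and with averages weighted by their cells 64 and none, with 395 in KRAS G12V cells at an unadjusted p under 0.05.

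**Figure D4:**
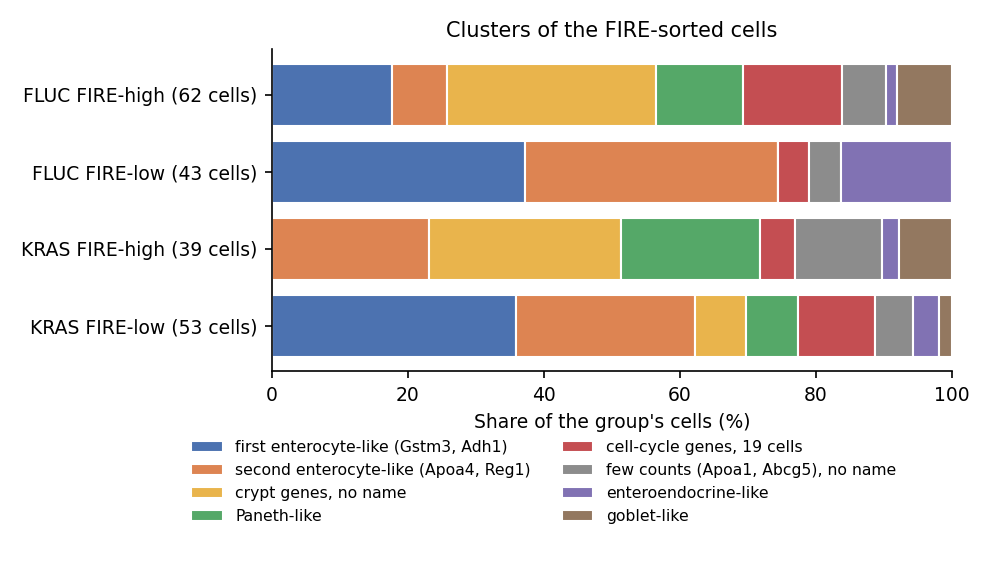
Share of the cells of each group in each of 8 k-means clusters, in percent, for FLUC and KRAS G12V cells sorted as FIRE-high or FIRE-low. The first enterocyte-like cluster is absent from the KRAS G12V FIRE-high group and holds 35.8% of the KRAS G12V FIRE-low group.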

Immunofluorescence microscopy using the Paneth cell marker Lysozyme confirmed high FIRE activity in this cell type after KRAS^G12V^ induction (Supplementary Fig. 6). In contrast, a central area of the t-SNE plot encompassing the largest clusters 5 and 6 of bulk enterocytes was almost devoid of KRAS^G12^-producing FIRE-high cells but harboured many KRAS^G12V^/FIRE-low cells, confirming that enterocytes generally cannot activate ERK, even when expressing oncogenic KRAS^G12V^; however, a specific subset of presumably late-stage enterocytes displayed high ERK activity.

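Enterocyte genes were lower in FIRE-high than in FIRE-low FLUC cells. In KRAS G12V cells their plate-level averages were higher in FIRE-high cells, while the share of enterocyte-like cells over all plates was lower, with 9 of 39 FIRE-high (23.1%) and 33 of 53 FIRE-low cells (62.3%). In FLUC cells all 22 enterocyte genes were below 0, with a mean log2 fold change of −1.30 (camera adjusted p = 3.06e-19), including Fabp1 with −2.23 (standard error 0.58, adjusted p = 0.141) and Apoa4 with −2.19. In KRAS G12V cells 19 of 22 were above 0, with a mean of 0.87 (adjusted p = 0.00219), and all 8 upper villus genes were above 0, with a mean of 1.38 (adjusted p = 0.00219). Examples are Apoa4 with 2.40 (standard error 1.00), Krt20, a keratin of differentiated cells, with 2.11 (standard error 0.64) and Apob, a component of chylomicrons, with 1.74 (standard error 0.49, adjusted p = 0.586). These KRAS G12V calls rest on the first plate with its 3 FIRE-high cells: without it the enterocyte mean was 0.58 (16 of 22 above 0, adjusted p = 0.997) and the upper villus mean 1.16 (adjusted p = 0.283). With averages weighted by their cells they were 0.75 (adjusted p = 0.219) and 1.34 (adjusted p = 0.0455). The difference between the transgenes in the FIRE contrast had a mean of 2.17 over the enterocyte genes, with 22 of 22 above 0 (adjusted p = 2.41e-19). The calls did not hold with an estimated correlation (adjusted p = 0.113 in FLUC, 0.828 for both lists in KRAS G12V cells and 0.223 for the difference).
The first enterocyte-like cluster held 0 of 39 KRAS G12V FIRE-high cells, which allows a share of up to 7.69%, and 19 of 53 KRAS G12V FIRE-low cells (plot of enterocyte-like shares by plate). FIRE-high was below FIRE-low on 4 of 4 plates, with a mean difference of −37.3 percentage points (SD 16.0, n = 4 plates, exact permutation p = 0.125). The second enterocyte-like cluster held 9 of 39 KRAS G12V FIRE-high and 14 of 53 KRAS G12V FIRE-low cells, and the mean over plates was 31.7 points higher in FIRE-high cells (SD 38.6, n = 4, exact permutation p = 0.25). In FLUC cells the share of both clusters together was lower in FIRE-high than in FIRE-low cells on 4 of 4 plates, with a mean difference of −44.9 points (SD 16.4, n = 4, exact permutation p = 0.125). For KRAS G12V the mean difference of both together, in which each plate counts alike, was −5.62 points (SD 52.6, n = 4, exact permutation p = 0.875), since all 3 and all 2 FIRE-high cells of the first and the second plate were enterocyte-like, but 2 of 11 and 2 of 23 cells of the third and the fourth plate. With the same clusters it was −23.2 points without the first plate, −17.0 without the second, 3.1 without the third and 14.6 without the fourth. With the remaining cells clustered again it was 29.2 without the third and 44.9 without the fourth plate. It was 30.7 with the 500 most variable genes, 13.4 without the centring within plates, 33.1 with every cell reduced to 1500 counts and −3.30 with the cluster of 14 cells counted as enterocyte-like, which gives 14 of 39 FIRE-high and 36 of 53 FIRE-low cells. The separate look at each enterocyte-like cluster and the plates left out with the same clusters were chosen after the data had been seen. From FIRE imaging and phospho-ERK staining (Fig. 4c, d), the paper reports that most villus cells lacked ERK activity despite KRAS G12V. To this it adds the near absence of KRAS G12V FIRE-high cells among bulk enterocytes that included many FIRE-low cells (Fig. 5c). It concludes that enterocytes in general cannot activate ERK even with oncogenic KRAS, apart from a subset that it presumes to be late-stage enterocytes.

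**Figure D5:**
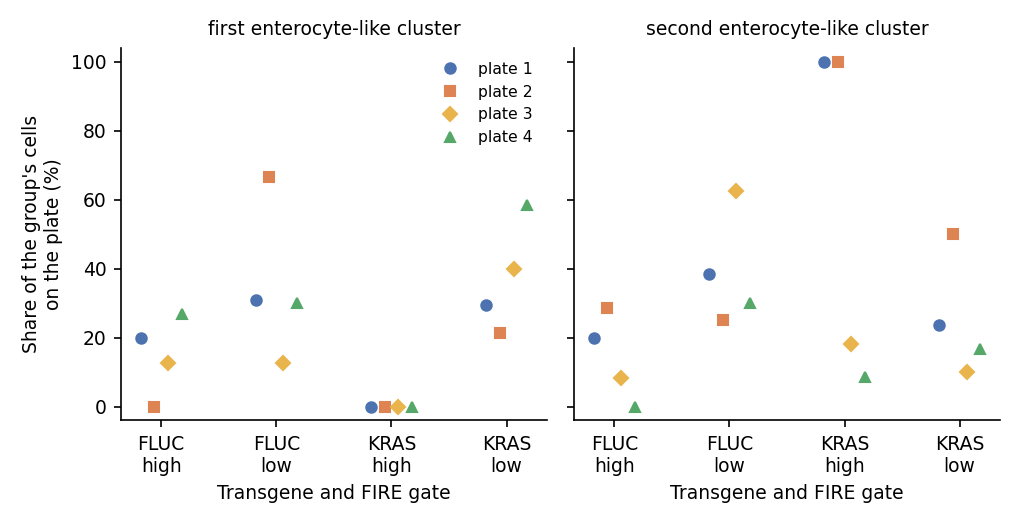
Percentage of the cells of each group in the first and the second enterocyte-like cluster, by plate, for FLUC and KRAS G12V cells sorted as FIRE-high or FIRE-low. The KRAS G12V FIRE-high values of the first cluster are 0 on all 4 plates.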

### KRAS^G12V^ interacts with GSK3β inhibition

In order to understand how β-catenin- and MAPK-networks interact in controlling cell differentiation and ERK phosphorylation in intestinal epithelium, we performed a network perturbation study using kinase inhibitors, followed by mass cytometry in KRAS^G12V^-inducible and FLUC control organoids. For this, we induced the transgenes in 3-day-old organoids, subsequently treated them with an GSK3β inhibitor (CHIR99021) for 24 h to stabilise β-catenin^38^, and used MEK and p38 inhibitors (AZD6244 and LY2228820/Ralimetinib^39^, respectively) for 3 h to inhibit key kinases as part of the intestinal cell signalling network (Fig. 6a). We measured a total of 160,000 transgene-positive cells, representing 12 multiplexed samples.

**Fig. 6:**
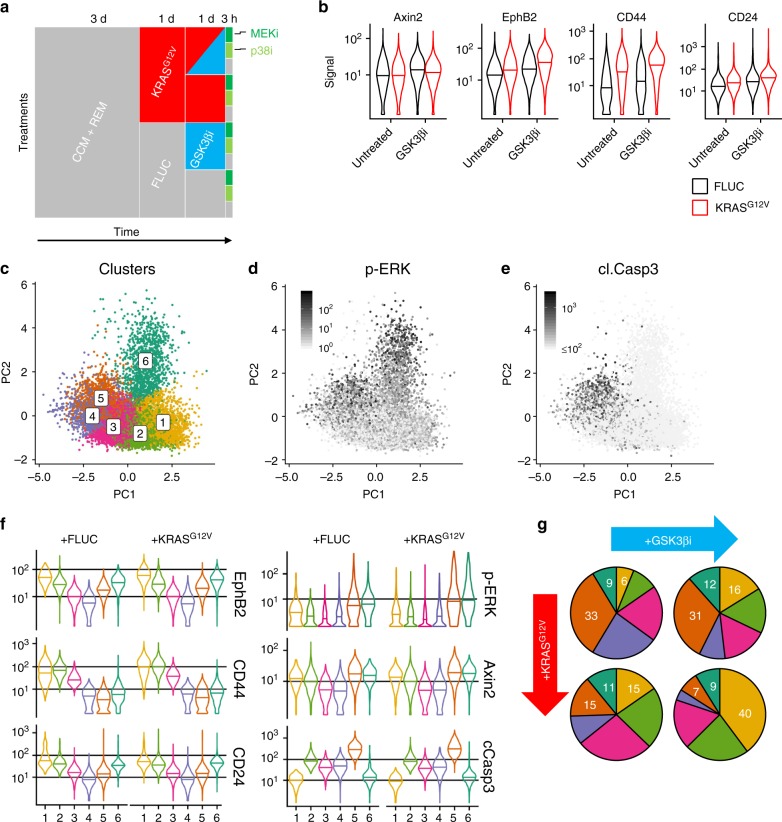
CyTOF analysis reveals KRAS^G12V^- and GSK3β inhibitor-responsive p-ERK high cell clusters. **a** Schematics for generation of network perturbation data by CyTOF. In short, organoids were established from KRAS^G12V^- and FLUC transgenic mice, induced for transgene expression after 3 days, and treated with GSK3β inhibitor for 1 day and with MEK and p38 inhibitors for 3 h before harvesting. Finally, 12 samples were subjected to multiplexed CyTOF analysis. **b** Distributions of cell type markers in organoid cells induced for FLUC or KRAS^G12V^ transgenes plus/minus GSK3β inhibitor treatment. Central lines of violin plots denote median values. **c** PCA showing colour code of k-means clustering in KRAS^G12V^-induced cells by EphB2, CD44, CD24, Krt20 and cleaved Caspase 3 signal strength. **d**, **e** Mapping of signal strength for p-ERK and cleaved Caspase 3 on PCA, as in (**c**). **f** Distribution of EphB2, CD44, CD24, Axin2, p-ERK and cleaved Caspase 3 signals in clusters 1–6, as above. Central lines of violin plots denote median values. **g** Fractions of cells in clusters 1–6, in organoid cells induced for FLUC or KRAS^G12V^ transgenes plus/minus GSK3β inhibitor treatment. Numbers denote percentages of cells in clusters 1, 5, 6. CyTOF data are available as a Source Data file

To discern the immediate effects of KRAS^G12V^ and stabilised β-catenin on intestinal cell hierarchies, we assessed the distribution of cell type markers (Fig. 6b). As a positive control for the effect of GSK3β inhibition on β-catenin activity, treatment with CHIR99021 increased levels of the β-catenin target protein Axin2^40^. We observed that both induction of KRAS^G12V^ and treatment with the GSK3β inhibitor, increased median levels of crypt cell markers EphB2, CD44 and CD24, and for all three proteins, KRAS^G12V^-induced cells that were additionally treated with the GSK3β inhibitor had the highest levels. These results are in line with prior evidence that oncogenic KRAS and β-catenin activities can inhibit or reverse intestinal cell differentiation and provide clonal benefits linked to crypt cell fate^41,42^.

We used k-means clustering to allocate KRAS^G12V^-induced cells to six clusters defined by levels of cell type and surface markers CD24, CD44, EphB2, Krt20 and apoptosis marker cleaved Caspase 3 (Fig. 6c). p-ERK-positive cells were enriched in clusters 5 and 6, while cleaved Caspase 3-positive cells were found in Cluster 5 (Fig. 6d, e). Based on gradual loss of the crypt cell markers EphB2, CD44 and CD24, we concluded that clusters 1–4 represent a crypt-to-villus gradient, interconnecting with cluster 5 at the end of the differentiation trajectory (Fig. 6f). Clusters 3 and 4 had the lowest phospho-MEK and phospho-ERK levels, and also contained lowest levels of the Wnt/β-catenin target Axin2, in agreement with differentiated villus cell status. High levels of CD24 marked p-ERK-positive cells in cluster 6 as presumptive Paneth cells^4^. Interestingly, we observed that fractions of cells allocated to the clusters were modified by both KRAS^G12V^ induction and GSK3β inhibition (Fig. 6g): both treatments increased the percentage of cells in cluster 1, representing the presumptive undifferentiated crypt cells, as inferred from high levels of markers such as EphB2 and CD44^1,20^. The combination of KRAS^G12V^ and GSK3β inhibition had the greatest effect and furthermore strongly decreased the fraction of cells in the apoptotic cell cluster 5. These data suggest that oncogenic KRAS and β-catenin stabilisation can both favour crypt cell fate over differentiation, at least on the level of cell type marker expression.

### Cell type-specific differences in ERK feedback regulation

To quantitatively dissect differences in signalling in the cell types, we assigned the cells measured under different perturbed conditions to the six clusters defined above according to their shortest Euclidian distance (Fig. 6c). For each condition and each cluster, we calculated average phosphorylation levels of MEK, ERK, 4EBP1, p38, ribosomal protein S6 and total protein levels of IκBα and Axin2, forming a Wnt-, MAPK-, NFκB- and mTOR network (Fig. 7a, b). Cellular signalling states varied strongly between the cell clusters 1 and 6. However, comparison between FLUC control and KRAS^G12V^-expressing organoid cells showed that signalling within each cell type was very comparable, except for an increase in phosphorylation levels of MEK and ERK in clusters 5 and 6 in cells expressing KRAS^G12V^. This was in contrast to results from similar CyTOF experiments performed with the BRAF^V600E^-inducible organoid line, which resulted in high MEK and ERK phosphorylation across all cell type clusters (Supplementary Fig. 7).

**Fig. 7:**
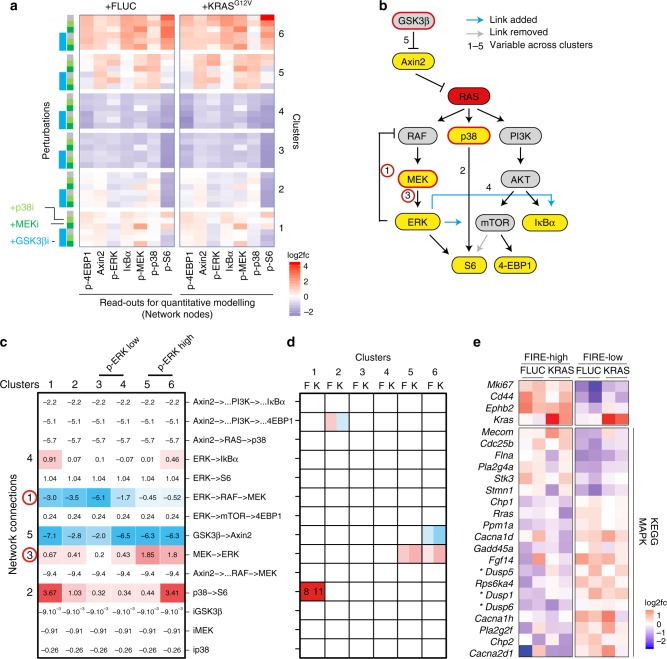
Network quantification identifies cell type-specific differences in KRAS to ERK signalling. **a** Protein phosphorylation and abundance CyTOF data by treatment and cell clusters, as in Fig. 6c. Log2 fold changes to average untreated FLUC-induced control line are given. **b** Signalling network structure used for modelling. The network was re-parametrised from a starting network, using the experimental data to remove and add connections, denoted by grey and blue arrows, respectively. **c** Signalling quantification of identifiable network links using Modular Response Analysis. Numbers 1–5 in panels (**b**) and (**c**) show network connections with significant differences between clusters in order of detection. Red circles mark MEK-ERK and ERK-MEK connections identified as having different strengths in clusters with high vs. low ERK phosphorylation after KRAS^G12V^ induction. **d** MRA modelling of differences between KRAS^G12V^-induced and FLUC control cells within each cluster. K and F mark KRAS^G12V^ and FLUC control cluster pairs, respectively. Cluster pairs exhibiting KRAS^G12V^-specific differences are shown in red and blue, indicating regulation strengths. **e** Colour-coded gene expression data from cells sorted by high and low FIRE activity, as indicated. Upper panel shows marker genes (*Mki67*, encoding Ki67, for proliferative cells, *Cd44* and *Ephb2* for crypt cells and *Kras*), lower panel shows 20 significantly regulated genes between the conditions. In total, 269 genes encoding MAPK network components in KEGG were tested. Asterisks indicate dual-specificity phosphatases

We next employed network modelling using Modular Response Analysis (MRA)^43,44^. This approach allows to quantify signal transmission from perturbation-response data and, by using likelihood ratio tests, to pinpoint which signalling routes are different between the clusters. The method requires fold changes in network node activity after perturbation (calculated from data shown in Fig. 7a) and a literature-derived network (as shown in Fig. 7b) as input and calculates so-called response coefficients that reflect the strength of signalling interactions. When we applied this modelling framework to the signalling perturbation data of the six clusters for the KRAS-mutant organoid data, we observed that only 5 out of 11 signalling routes significantly differed between clusters with two of them constituting the feed-forward and feedback signalling paths between MEK and ERK (Fig. 7b, c). In clusters 5 and 6, which were the clusters that showed elevated phosphorylation levels of MEK and ERK levels after KRAS^G12V^ induction, the model unveiled that these cells enable RAS-ERK signalling by two mechanisms: signal transmission from MEK to ERK was enhanced, while ERK-dependent negative feedback inhibition of RAF and upstream components was attenuated when compared with the other clusters. In contrast, clusters 3 and 4, which exhibited the lowest phospho-ERK levels that were also not increased by KRAS^G12V^, MEK-to-ERK feed forward signal transduction was low, and this coincided with strong ERK-dependent feedback inhibition. Cluster 1, which based on surface marker expression represents undifferentiated crypt cells, had strong feedback inhibition according to the model. This cluster had intermediate phospho-ERK levels as measured by CyTOF (Fig. 6f) and was FIRE positive (Fig. 4c). However, phospho-ERK levels were unresponsive to KRAS^G12V^ in this cluster and our model predicts that this could be due to strong ERK feedback.

To model differences between KRAS^G12V^-induced and control cells within each cluster, we employed comparative MRA modelling that resulted in cluster-specific signalling models that consider the influence of KRAS^G12V^ on the signalling network per cluster (Fig. 7d). We could discern only few differences. Most importantly, KRAS^G12V^ enhanced signalling from MEK to ERK in clusters 5 and 6. Furthermore, we observed that KRAS^G12V^ modulated the effect of Wnt/Axin2 signalling on mTOR in cluster 2.

As our functional studies and the modelling showed that RAS-ERK signal transduction can be differently wired between cell types, we tested whether this was also true for CRC cell lines. Indeed, when we compared ERK phosphorylation in response to transfected KRAS^G12V^ in SW48 and Caco2 CRC cells (that have no mutations in KRAS, NRAS or BRAF), we found that Caco2 cells were KRAS^G12V^-responsive, while SW48 cells were KRAS^G12V^-insensitive, extending a recent study that shows only subtle effects of RAS mutants in SW48^45^ (Supplementary Fig. 8).

Our cluster-specific signalling data (Fig. 7a) showed correlated activities of RAS-ERK, Wnt/β-catenin and other signalling pathways, as they were generally higher in presumptive crypt cell clusters 1 and 6, but lower in the presumptive villus enterocyte clusters 3 and 4. Contrarily, the MRA approach suggested that Axin2 as read-out of Wnt/β-catenin signalling was a negative regulator of RAS-ERK. We reasoned that, as we stimulated Wnt/β-catenin signalling by inhibiting GSK3β, attenuation of RAS-ERK could be caused by other targets of GSK3β. To more directly assess the effect of β-catenin on RAS-ERK, we therefore performed further experiments in transgenic organoids in which we induced transgenic stabilised β-catenin or withdrew Wnt ligands. The data show that supplementation and abrogation of β-catenin activity both result in lower ERK phosphorylation in organoids (Supplementary Fig. 9).

As the results of the modelling pinpointed differences in signal transduction from KRAS^G12V^ to ERK to feed-forward and feedback signalling between MEK and ERK, we investigated which molecular mechanism might attenuate ERK activation in intestinal cells. For this we sorted FLUC control or KRAS^G12V^-induced organoids with respect to their FIRE reporter levels, as above (Fig. 5a) and performed bulk low-input RNA sequencing. When inspecting 267 genes whose products are implicated in the MAPK signalling pathway, we noticed three dual-specificity phosphatases among a total of 20 differentially expressed genes (Fig. 7e). As these phosphatases are known to dephosphorylate ERK^46^, we consider the DUSP1, DUSP5 and DUSP6 gene products as candidate mediators of attenuated MEK-ERK signal transmission that we observe in the differentiated cells of clusters 3–4.

## Discussion

The mass cytometry, reporter assay and single-cell RNA sequencing data that we present here support a model of cell type-specific and cell-intrinsic regulation of the terminal MAP kinase ERK (Fig. 8). We found that oncogenic KRAS can activate ERK only in specific cell types of the intestinal epithelium, while other cells such as enterocytes were insensitive to ERK activation by oncogenic KRAS. Our quantitative network model suggested that ERK activity is attenuated in the latter cells by increased feedback inhibition and reduced feed-forward signalling from MEK to ERK. In agreement, transcriptome analysis showed that dual-specificity phosphatases (DUSPs) are selectively expressed in cells with low ERK activity and may therefore contribute to cell type-specific suppression of ERK. In addition, crypt cells expanded in organoids upon induction of KRAS^G12V^, and this effect was increased when KRAS^G12V^ was combined with GSK3β-mediated β-catenin activity.

**Fig. 8:**
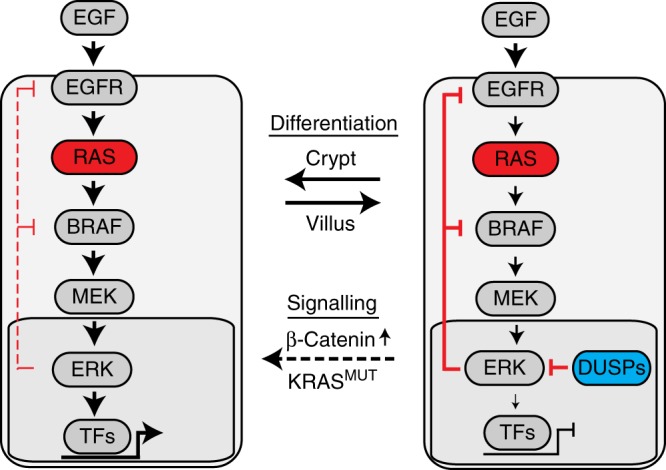
Model of cell type-specific regulation of ERK activity. ERK is regulated cell type-specific and cell-intrinsic via different strengths of feedback inhibition and feed-forward signalling from MEK to ERK. Dual-specificity phosphatases (DUSPs) are important regulators of ERK activity. β-catenin and KRAS^G12V^ activities modulate cell fate decisions towards the generation of cells with high ERK activity, likely in part due to low expression of genes encoding DUSPs

The unexpected disparities in the levels of KRAS^G12V^-induced ERK phosphorylation in different cell types derived from the intestinal epithelium extend our understanding of how KRAS, the most prevalent oncogene in CRC, exerts its effects. It is of note that our study only analysed the G12V mutation of KRAS, and other mutations such as the more common G12D variant or mutations at amino acids 13, 61 or 146 may engage different effectors^47,48^. Local differences of ERK activity have recently been found in clinical specimens of CRC, including KRAS-mutant CRC^14^. In this previous study, ERK levels were generally higher in cancer cells adjacent to stromal cells at the invasive front, and lower in more central areas of cancer specimens, in line with modulation of ERK activity by cues from the microenvironment. Our results agree with a model of dynamic ERK activity in cancer tissues, and we find in addition that ERK is not only regulated via external cues from the microenvironment, but also by the cell-intrinsic differentiation state.

Quantitative modelling of ERK activity from perturbation data revealed that the markedly distinct abilities of KRAS^G12V^ to activate ERK are due to different strengths of two network connections between cell types, namely MEK to ERK feed forward and ERK to MEK negative feedback signalling. Negative feedback within the pathway is well-known, and has been linked to induction of cellular senescence^49^ and to therapy resistance in CRC^44,50^. Our study has identified dual-specificity phosphatases as candidate genes modulating MEK-to-ERK signalling during intestinal differentiation. Indeed, the *Dusp1*, *Dusp5* and *Dusp6* genes we have identified to be differentially expressed between RAS-to-ERK-responsive and -insensitive intestinal cells, encode ERK-specific phosphatases^46^. A protein phosphatase network, including DUSPs, has recently been found to control ERK activity and differentiation in skin^51^. Our study suggests the existence of similar control mechanisms in the intestine. Dual-specificity phosphatases targeting ERK have been implicated in resistance of non-small lung cancer to anti-EGFR therapy^52^. It remains to be seen whether differences in RAS-ERK signalling beyond the mutational status of BRAF, NRAS and KRAS have prognostic value in CRC. Today, CRC patients with wild-type status of the predictive markers KRAS, NRAS and BRAF are eligible for anti-EGFR therapy^53,54^. However, the treatment also generates mixed outcomes among eligible patients, showing the need to identify novel markers and mechanisms contributing to differences in EGFR-RAS-ERK signal transduction and therapy response.

Paneth cells and enterocytes represent the main differentiated cell types of the intestinal epithelium, and we found that they have marked differences in their abilities to activate ERK. It is of note that the former reside in the Wnt/β-catenin-high crypt compartment, while the latter inhabit a compartment with low β-catenin activity. Indeed, a functional role for Wnt/β-catenin in the activation of ERK in intestinal epithelium has been proposed before^55^. In our experiments using organoids, p-ERK levels were lowered when we increased or decreased β-catenin activity (Supplementary Fig. 9A, B). We hypothesise that this is due to a loss of all crypt cells or of phospho-ERK-high Paneth cells in the models with low and high β-catenin activity, respectively. Our data agree with a recent publication proposing negative interaction between Wnt/β-catenin and ERK signals in intestinal stem cells^56^. Indeed, activation of β-catenin by treatment with a GSK3β inhibitor increased the fraction of cells positive for stem cell marker CD44, but not levels of MEK or ERK phosphorylation per cell in the CyTOF experiments.

ERK activity is regulated on multiple levels, including its subcellular localisation^57^. We used different approaches to quantify ERK activity. While mass cytometry and capillary protein analysis measure total levels of ERK phosphorylation, the FIRE reporter assesses nuclear ERK activity only^23^. These activity measures for crypt cells suggest divergence of total and nuclear activity. While all crypt cells appeared FIRE positive, the presumptive undifferentiated crypt cell cluster 1 showed only intermediate levels of ERK phosphorylation in the CyTOF analysis. Further analyses will be required to understand how subcellular ERK activity is controlled in a cell type-specific manner.

In our experiments, signal transduction from BRAF^V600E^ to ERK was relatively independent of cellular context. Extending previous studies^29,30^, we found that high levels of ERK activity induced by oncogenic BRAF^V600E^ are not tolerated in the intestine. This is in contrast to CRC and cell lines, where BRAF^V600E^ amplifications exist and are selected for by MEK inhibition^58,59^. It thus appears that the corridor for acceptable ERK activity is tuneable during CRC progression and under selective pressure exerted, for instance, by targeted therapy. Therefore, our findings are reminiscent of the “just right” signalling model that has been proposed to explain step-wise increases of β-catenin activity in CRC progression^60^.

## Methods

### Generation of transgenic mice

Transgene cassettes were constructed by linking tdTomato to human BRAF(V600E), KRAS(G12V) and/or murine stabilised mutant Ctnnb1 (S33A, S37A, T41A, S45A) or firefly luciferase via 2A peptides, and subsequent cloning of these gene combinations into a doxycycline-inducible expression cassette flanked by heterologous loxP sites, and integrated into a previously modified Gt(ROSA)26Sor locus of F1 hybrid B6/129S6 embryonic stem cells by Cre recombinase-mediated cassette exchange^28^. Transgenic animal experiments were approved by Berlin authorities LAGeSo (G0185/09, G0143/14).

### Organoid and cell line culture

Mouse organoid cultures were initiated and propagated as described before^27^, using 48-well plates with 15 µl droplets of Matrigel (Corning) per well overlaid with 300 µl crypt culture medium containing EGF (50 ng/ml), Noggin (100 ng/ml) and R-Spondin1 (functionally tested from R-Spondin-conditioned medium; CCM-REN). Transgenes were induced by addition of 2 µg/ml doxycycline to the medium.

To obtain adenomatous organoids (spheroids) after induction of stabilised β-catenin, R-Spondin was removed after induction of the transgene encoding β-catenin^stab^ alone or in combination with KRAS^G12V^. Spheroids were dissociated with TrypLE (Gibco) for 3 min and Rho kinase inhibitor Y27632 (10 μM) was added to the culture medium after passaging to prevent anoikis.

For viral transfection, a protocol from reference^61^ was employed, with modifications: organoids were cultured in the presence of Y27632 and the GSK3β inhibitor CHIR99021 for 2 days. Next, organoids were disaggregated into single cells using TrypLE (Gibco) for 5 min at 37 °C. Cell suspensions were spin-occulated in an ultra-low adhesion round bottom 96-well plate with the virus at 300 g for 45 min. Subsequently, cells were resuspended in Matrigel, and cultured for 2 days in CCM-REN supplemented with Y27632 and CHIR99021. Medium was then replaced by CCM-REN containing 2 μg/ml puromycin to select for transfected cells. As viral transfection initially resulted in organoid pools that were heterogeneous for FIRE reporter activity, single FIRE positive organoids were manually selected and propagated before experimental analysis.

Organoid survival was scored as follows: cultures were passaged, inhibitors and doxycycline were applied with the culture medium directly after passaging. Individual wells were imaged using the z-stack function of BioZero observation and analyser software (Keyence) on day 1 and 4 (organoids) or day 1 and 6 (spheroids), and full focus reconstructed images were used for quantification.

Patient-derived organoids (PD3Ds) were obtained from the biobank of the Charité - Universitätsmedizin Berlin and experiments were approved by the ethics commission of Charité - Universitätsmedizin Berlin (EA1/011/18). Cells were cultivated in 24-well plates (Corning) in medium containing human bFGF (20 ng/ml, Sigma Aldrich) and EGF (50 ng/ml, Sigma Aldrich), as published^62^.

SW48 and Caco2 CRC cells were cultured in L-15 and DMEM, respectively, supplemented with 10% foetal bovine serum. Cells were transfected using Lipofectamin 3000 Transfection Reagent (Thermo Fischer) with vectors encoding BRAF^V600E^, KRAS^G12V^ or FLUC linked to tdTomato and the pTet-on Advanced Vector (Clontech). Cells were starved in medium containing 0.1% foetal bovine serum and induced with 2 µg/ml doxycycline 48 h after transfection. Twenty-four hours later, cells were harvested using TrypLE, washed, rested for 30 min at 37 °C in starvation medium and fixed in 4% paraformaldehyde (PFA) for 15 min at 37 °C. Fixed cells were washed in PBS/1% bovine serum albumin (BSA), permeabilised in MeOH at −20 °C overnight, and immunostained with Alexa Fluor 488 mouse anti-ERK1/2 (pT202/pY204) antibody (1:10; 612592, BD Bioscience) for 30 min. Cell lines are routinely checked for mycoplasma contamination and panel-sequenced for oncogenic mutations to confirm identity.

The following inhibitors (SelleckChem) were employed: AZD6244 (10 μM), BVD-523 (3 μM), AZD8931 (50 nM), CHIR99021 (6 µM), Gefitinib (1 μM) and LY2228820 (200 nM).

### Mass cytometry (CyTOF)

For CyTOF analysis, we used the following pre-conjugated antibodies (Fluidigm) as per manufacturers recommendation: CD24 (for mouse: 150-Nd, 3150009B, for human: 169-Tm, 3169004B), CD44 (for mouse: 162-Dy, 3162030B, for human: 166-Er, 3166001B), cleaved Casp3 (142-Nd, 3142004A), p-H2AX [S139] (147-Sm, 3147016A), p-Akt [S473] (152-Sm, 3152005A), p-p38 [T180/Y182] (156-Gd, 3156002A), Ki67 (162-Dy, 3168007B), IκBα (164-Dy, 3164004A), p-ERK1/2 [T202/Y204] (171-Yb, 3171010A) and p-S6 [S235/236] (175-Lu, 3175009A).

For antibodies not available as metal-conjugates, we used the Maxpar Antibody Labeling Kit (Fluidigm) according to manufacturer’s instructions for addition of the respective metal tags: Axin2 (145-Nd, Abcam, ab32197, 2 µg/ml), p-MEK1/2 [S217/221] (151-Eu, CST, 41G9, 2 µg/ml), EphB2 (158-Gd, BD, 2H9, 2 µg/ml), p-4e-BP1 [T37/46] (170-Er, CST, 236B4, 2 µg/ml) and Krt20 (176-Yb, CST, D9Z1Z, 2 µg/ml). The yield after conjugation was determined using a NanoDrop spectrometer measuring the absorbance at 280 nm wavelength.

For measurements, organoids were harvested in PBS and digested to a single-cell solution in 1:1 Accutase (Biolegend) and TrypLE (Gibco) with addition of 100 U/ml Universal Nuclease (Thermo Scientific) at 37 °C. Cells were counted and a maximum of 500,000 cells were stained with 5 µM Cell-ID Cisplatin (Fluidigm) in PBS for 5 min at 37 °C. After washing, cells were resuspended in their respective growth medium and allowed to rest for 30 min at 37 °C. Subsequently, cells were resuspended in BSA/PBS solution, mixed 1:1.4 with Proteomics Stabilizer (Smart Tube Inc.) and incubated for 10 min at room temperature. Afterwards the cells were frozen at −80 °C for storage.

One day prior to analysis, cells were thawed in a 37 °C water bath and mixed with Maxpar Cell Staining Buffer (CSB, Fluidigm). We used the Cell-ID 20-Plex Pd Barcoding Kit (Fluidigm) to label different samples and performed a downscaled version of the manufacturer’s recommended protocol. Cells were washed again in CSB, then in Barcode Perm Buffer (Fluidigm). After resuspension in 200 µl Barcode Perm Buffer, 25 µl of the diluted Barcoding Reagents were added to the respective samples and incubated for 30 min at room temperature. Afterwards cells were washed twice in CSB, pooled into one tube and counted. In total, 3 × 10^6^ cells were then stained with a surface antibody cocktail for 30 min at room temperature. After washing in CSB, cells were refixed in 2% methanol-free formaldehyde solution (Pierce; diluted in Maxpar PBS, Fluidigm) for 10 min at room temperature. Cells were washed in CSB and put on ice for 10 min. Next, cells were permeabilised by adding 4 °C methanol for 15 min. Cells were washed twice in CSB and incubated with a phospho-protein antibody cocktail for 30 min at room temperature. Cells were washed twice in CSB and incubated with 62.5 nM Cell-ID Intercalator-Ir in Maxpar PBS for 20 min at room temperature. Cells were washed in Maxpar PBS and fixed in 2% methanol-free formaldehyde overnight at 4 °C. The day after, cells were washed with CSB and then twice with Milli-Q water. Cell number was adjusted to 2.5–5 × 10^5^/ml with Milli-Q water, cells were filtered through a 20 µm cell strainer (CellTrics, Sysmex) and supplemented 1:10 with EQ Four Element Calibration Beads (Fluidigm). Data were acquired on a Helios CyTOF system. Mass cytometry data were normalised using the Helios software and bead-related events were removed. Doublets were excluded by filtering for DNA content (^191^Ir and ^193^Ir) vs. event length, and apoptotic debris removed by a filter in the platin channel (^195^Pt). De-convolution of the barcoded sample was performed using the CATALYST R package version 1.5.3^63^.

### Capillary protein quantification and RAS activity assay

Protein sample preparation and quantification of p-ERK was performed using a WES capillary system (12–230 kD Master kit α-Rabbit–HRP; PS-MK01; Protein Simple) and the antibody p-ERK/2(T202/Y204) (1:50; #9101, Cell Signaling). Raw p-ERK values were normalised to vinculin (1:30; #4650; Cell Signaling). RAS activity was determined using the Ras activation Assay Biochem Kit (Cytoskeleton Inc. #BK008), according to manufacturer’s instructions and quantified using an LiCor Odyssee CXL scanner and LiCor Image Studio software.

### Immunohistochemistry

Immunohistochemistry was done on PFA-fixed and paraffin-embedded tissues. Organoids were fixed in 4% PFA for 30 min, while intestines were fixed overnight at room temperature. Subsequently, tissues were dehydrated in a graded ethanol series, followed by xylene. Tissues were paraffine-embedded, sectioned at 4 µm and mounted on Superfrost Plus slides (Thermo Fisher Scientific). Sections were deparaffinised, rehydrated, bleached for 10 min in 3% H_2_O_2_. Antigens were retrieved using 10 mM Na-citrate, pH 6 for 20 min at boiling temperature. The following antibodies were used: P-ERK (T202/Y204; #4370 CellSignal); P-MEK (S217/221; #9121 CellSignal); anti-RFP (1:200; #600-401-379 Rockland). ImmPRESS secondary antibody and NovaRED substrate kits (Vector Labs, Burlingame, CA, USA) were used for signal detection, according to manufacturer’s protocols.

### Immunofluorescence and microscopy

For immunofluorescence imaging, organoids were washed with PBS and fixed in-well with 4% PFA for 30 min at 37 °C. Fixation was stopped with PBS containing 100 nm Glycine. Cells were blocked and permeabilised with blocking buffer (PBS containing 1% BSA, 0.2% Triton X-100, 0.05% Tween-20) for at least 2.5 h at room temperature. Samples were incubated for 36 h at 4 °C with primary antibody against lysozyme (1:250; ab108508, Abcam) diluted in blocking buffer. After washing with IF-buffer (PBS containing 0.1% BSA, 0.2% Triton X-100, 0.05% Tween-20), samples were incubated for 24 h at 4 °C with secondary antibody Alexa Fluor 647 anti-rabbit (1:500, 4414, Molecular Probes) diluted in IF-buffer. Samples were counterstained for 5 min at room temperature using 0.5 µg/ml DAPI. After washing with IF-buffer, stained cultures were released from the Matrigel and collected in PBS. Samples were washed, resuspended in remaining PBS and mounted on slides using Vectashield Antifade Mounting Medium (H-1000, Vector).

Immunofluorescence and FIRE reporter images were taken with a Leica TSC SPE confocal microscope using an ACS 20× oil-immersion objective, solid-state lasers (405, 488, 532 and 635 nm) as sources of excitation and LAS X operating software (Leica). Light microscopy images of cultures were taken with a Biozero microscope using a Plan Apo 4× NA 0.20 objective and Biozero observation and analyser software (Keyence).

For transmission electron microscopy, organoids were induced for 24 h, removed from Matrigel and fixed overnight at 4 °C in Karnovsky’s fixative containing 2% PFA and 2.5% glutaraldehyde in PBS, washed three times in PBS and embedded in 1% LM-agrose. Agorose cubes (~1 mm^3^) containing several organoids were subsequently stained, using 0.5% OsO_4_ in PBS (2.5 h at RT), 0.1% Tannic Acid in 100 mM Hepes pH 7.4 (1 h at RT) and 2% Uranyle acetate (1.5 h at RT), each time followed by three washing steps in PBS. Samples were dehydrated in a graded ethanol series, embedded in Spurr’s resin, thin-sectioned (70 nm, Leica UC7) and post-contrasted as described^64^. Regions of ~100–150 µm^2^ showing representative sections through organoids were imaged on a 120 kV Tecnai Spirit transmission electron microscope (FEI) equipped with a F416 CMOS camera (TVIPS). Micrographs were recorded automatically at a final magnification of 4400 × (2.49 nm pixel size at object scale) and −10 µm defocus using Leginon^65^ and then stitched using TrakEM2^66^.

### Flow cytometry and fluorescence-activated cell sorting

Flow cytometry of anti-p-ERK-stained CRC cells resuspended in PBS/1% BSA cells was done using an Accuri cytometer (BD). Cells were gated for populations displaying different tdTomato fluorescence values (negative, low, medium and high), which correlates with transgene expression. For each population, the mean anti-p-ERK fluorescence values were determined and normalised to the tdTomato negative fraction of the corresponding FLUC control experiment.

For fluorescence-activated cell sorting of organoid cells, single-cell suspensions from induced organoids were prepared by digestion with TrypLE (Thermo Fisher Scientific) in the presence of 2 mM EDTA and 200 U/ml DNAse I. Digestion was monitored by visual inspection and stopped by crypt culture medium containing 0.2% BSA. Cell suspensions were filtered through 30 µm Celltrix filters and stained with an anti-CD44-antibody conjugated to Allophycocyanin (APC; clone IM7, BioLegend) and the Green or Near-IR Live/Dead Fixable Dead Cell Stain Kits (Life Tech) for subsequent exclusion of dead cells. Single cells were sorted into the 96-well plates of the Precise WTA Kit with predispensed library chemistry using a BD FACSAriaII SORP (BD) and a gating strategy as displayed in Supplementary Fig. 3. Cells were sorted into quadrants of plates to minimise batch effects between plates. For later analysis of CD44 positivity of the subsets, sorts were performed as index sorts.

### RNA sequencing and bioinformatic analyses

For single-cell RNA sequencing, the Precise WTA Kit (BD) was used, according to the manufacturers’ instructions. Sequences were produced using NextSeq and/or HiSeq chemistry (Illumina). Cluster generation on NextSeq 500 followed the instructions of the manufacturer, at a final loading concentration of 2 pM on a high-output-flowcell. 1% PhiX was added as quality control, at least 40 million paired reads per pool were gained during a Paired-End-75 run. Library-pools running on the HiSeq4000-system were prepared according to Illumina recommendations, loaded with 200 pM concentration and sequenced during a Paired-End-75 run. Again, 1% PhiX was added as quality control, and at least 40 million read-pairs per pool were targeted.

Single-cell RNA-sequencing data were pre-processed using the BD Precise Whole Transcriptome Assay Analysis Pipeline v2.0^67^. Quality control was performed using scater^68^. Read counts were normalised using the trimmed mean of median values (TMM) approach provided with edgeR^69^. Normalised read counts were used for k-means clustering and t-SNE visualisation. Differentiation trajectories in t-SNE plots were determined using slingshot^70^, with intestinal stem cell cluster 1 as predefined origin. Differentially expressed genes were called on log-transformed raw counts using a hurdle model provided with R package MAST^71^. Top-10 signature genes per cluster were identified by comparing average gene expressions within cluster to average gene expressions across all other clusters. For bulk cell RNA sequencing, organoids were induced for 24 h with 2 µg/ml doxycycline in CCM-REN medium and subsequently dissociated using TrypLE (Thermo Fisher Scientific). RNA-seq reads were aligned to the mouse genome GRCm38 using STAR aligner with GENCODE annotation vM11. Differentially expressed genes were called using DESeq2.

### Mathematical modelling

We quantified and locally adjusted the signalling networks from the KRAS-mutant perturbation data using an adjusted version of Modular Response Analysis as implemented in the R package STASNet, version 1.0.2^72^ (https://github.com/molsysbio/STASNet/tree/STASNet1.0.2) as follows: As input data, we derived representative mean and standard error of the mean values from the single-cell CyTOF data (trimming the lower and upper 5% of signals) and a literature-informed prior network. As the apparent response pattern across clusters was similar, it was decided to use a joint modelling approach, i.e. we first quantified the response coefficients for all six clusters by a single set of coefficients using a combination of latin hypercube sampling with subsequent Levenberg-Marquardt fitting (*n* = 4 × 10^4^) and then iteratively derived and quantified the significantly different signalling coefficients between clusters using a likelihood ratio test. Afterwards we searched for biologically justifiable link extensions lacking in the network to better describe the data. The whole procedure was repeated until no further justifiable link additions could be found, followed by a removal round of statistically insignificant links.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data Modelling

Source Data Figure 1

Source Data Supplementary Figure 7

Source Data Figure 6

Source Data Supplementary Figure 1c-part1

Source Data Supplementary Figure 1c-part2

Source Data Figures 2, and Supplementary Figures 1, 6, 7, 8, 9

## Data Availability

scRNA-seq and bulk RNA-seq data are available from GEO repository under accession numbers GSE115242 and GSE115234, respectively. Data underlying Figs. 1, 6, Supplementary Fig. 7 (CyTOF data) and Fig. 2b, d, e, and Supplementary Figs. 1c, 6, 8, 9 are provided as source data files. Modelling information is available as a source data file.

# Supplementary material for: Cell type-dependent differential activation of ERK by oncogenic KRAS in colon cancer and intestinal epithelium
**Source:** Nat Commun. 2019 Jul 2;10:2919. doi: 10.1038/s41467-019-10954-y
**Supplement:** Supplementary file 1 — Supplementary Information

Cell type-dependent activation of ERK by oncogenic KRAS in colon cancer and intestinal epithelium

Brandt and Sell *et al.*

Supplementary Figures 1-9

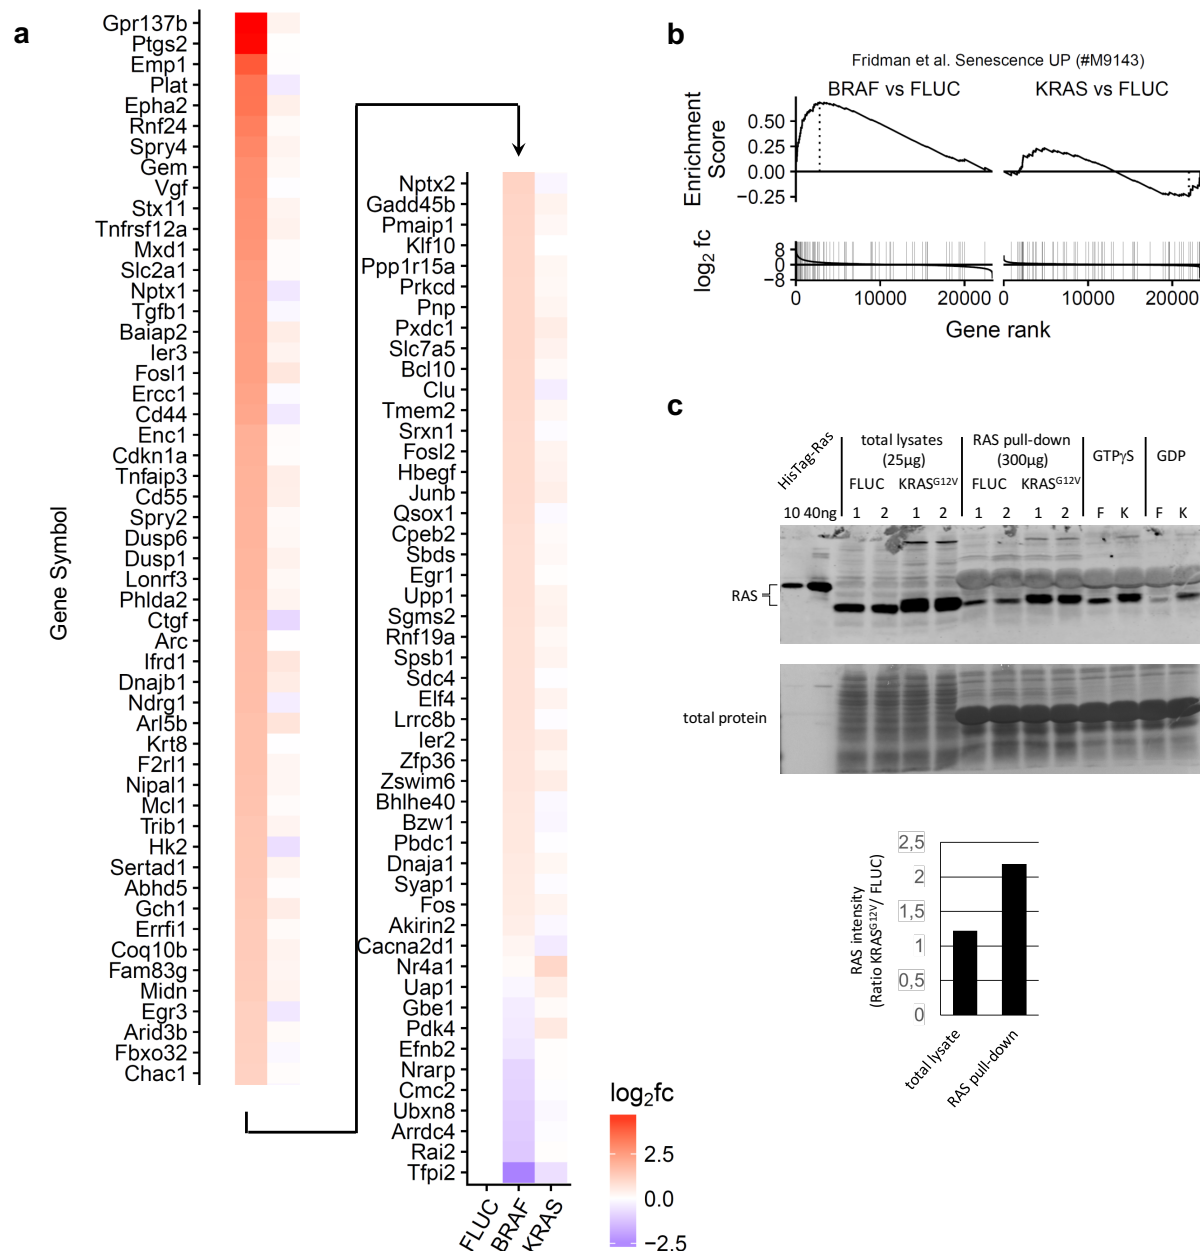

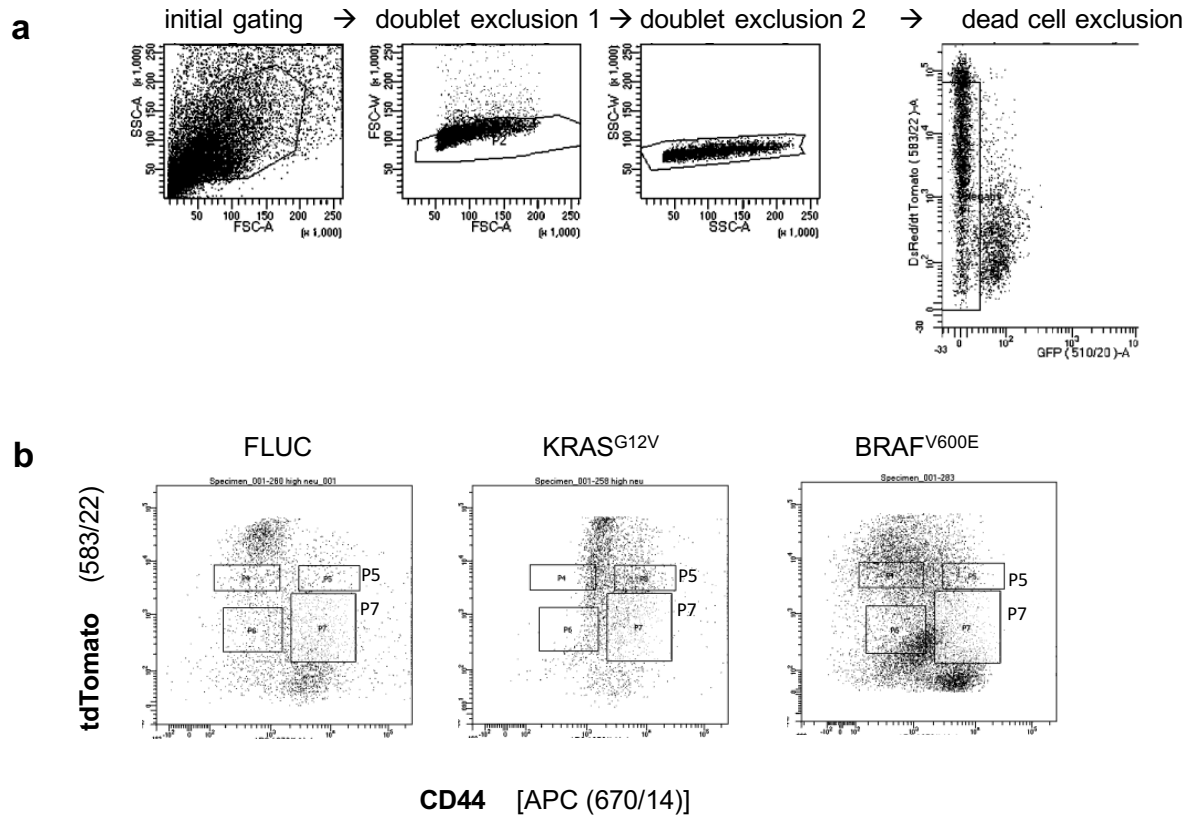

Supplementary Figure 2: FACS gating strategy for FLUC-, KRAS^{G12V}-, and BRAF^{V600E} cells for single cell sequencing. A) Gating strategy to obtain alive single cells. B) Representative example of tdTomato (transgene; 583/22 bandpass (BP) filter) and CD44 (670/14 BP filter) fluorescence in transgene-induced organoid cell suspensions, as indicated. Note that induction of KRAS^{G12V}, but not of BRAF^{V600E}, increases levels of crypt cell marker CD44. This effect is likewise seen in the CyTOF data sets (compare Fig. 6E). Gate P5 was used to sort KRAS^{G12V}-induced cells. Gate P7 was used to sort for BRAF^{V600E}-induced cells. The alternative gate (as compared to KRAS^{G12V} cells) was used, as high BRAF^{V600E} expression results in intestinal cell death (see Fig. 2 and ref. 3). Both gates, P5 and P7, were employed for FLUC-induced cells.

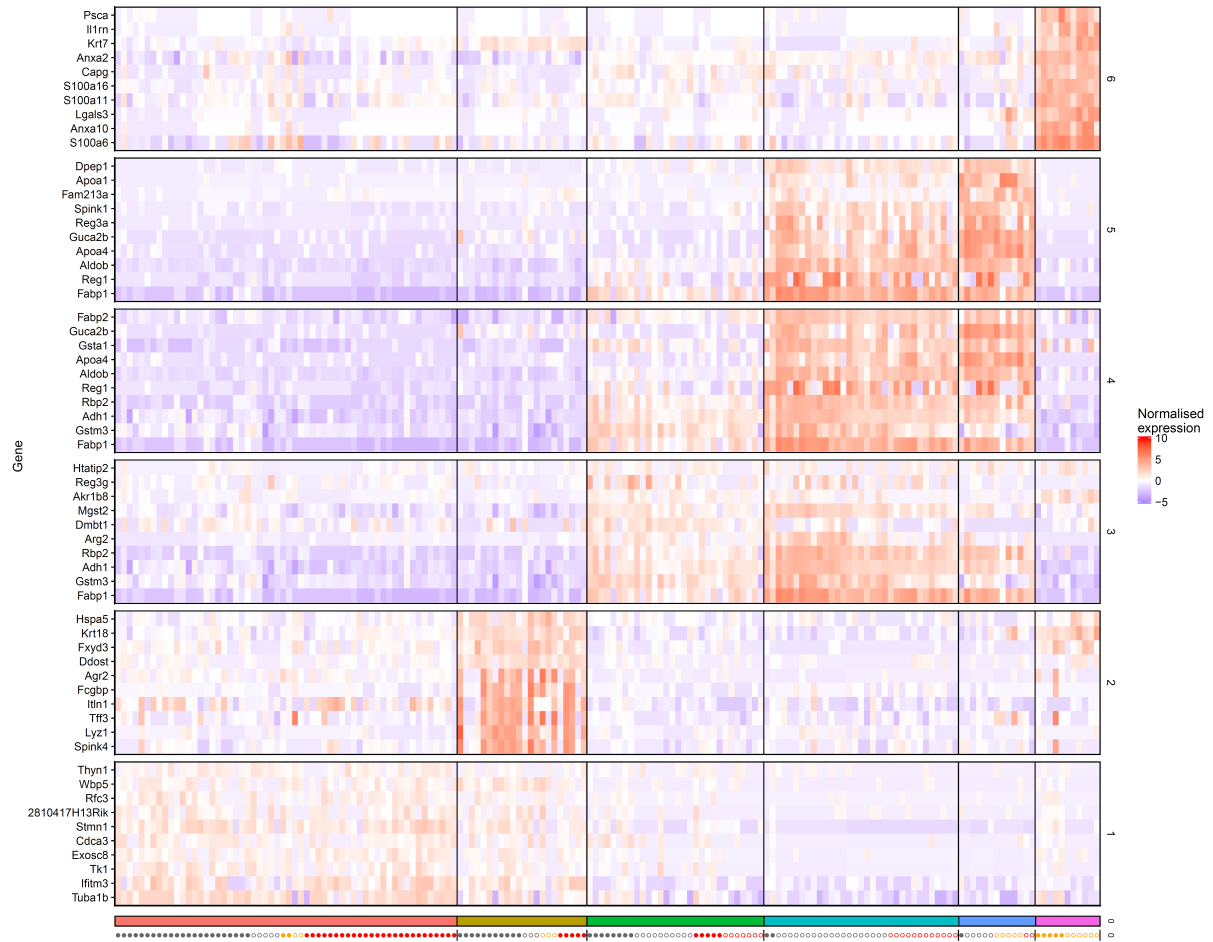

Supplementary Figure 3: Signature genes for six transcriptome clusters derived from FLUC, KRAS^{G12V} and BRAF^{V600E}-induced organoid cells. Top 10 overrepresented genes per cluster are given (bottom to top). Colour code for clusters and single cells (on x-axis) as in Fig. 3 (cells marked in grey: control FLUC transgene induced; red: KRAS^{G12V}-induced; yellow: BRAF^{V600E}-induced; full circle: sorted as CD44-high; empty circle: sorted as CD44-low).

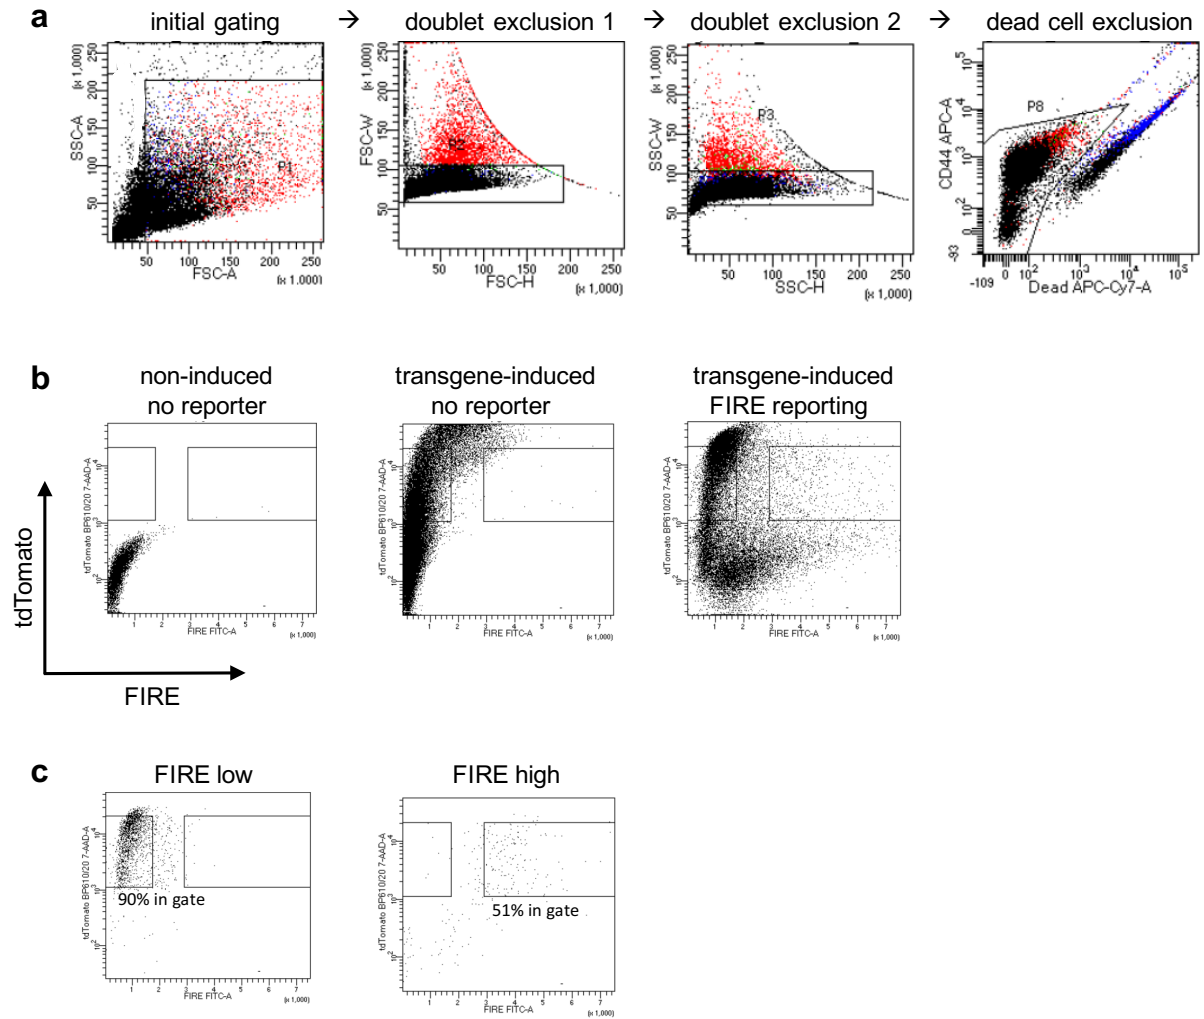

Supplementary Figure 4: FACS gating strategy for transgene induced FIRE-positive and -negative cells for single cell sequencing. a) Gating strategy to obtain alive single cells b) Representative example of tdTomato (transgene; 610/20 BP) and FIRE (ERK reporter; 530/30 BP) fluorescence in control and transgenic organoid cell suspensions, as indicated. FIRE fluorescence is low and detected in linear detector mode c) Post sort analysis for FIRE-positive and negative cells. In short, induced organoid cells were sorted into BSA-coated tubes, using FIRE-negative and FIRE-positive gates, as indicated. Numbers indicate percent of target population from all events.

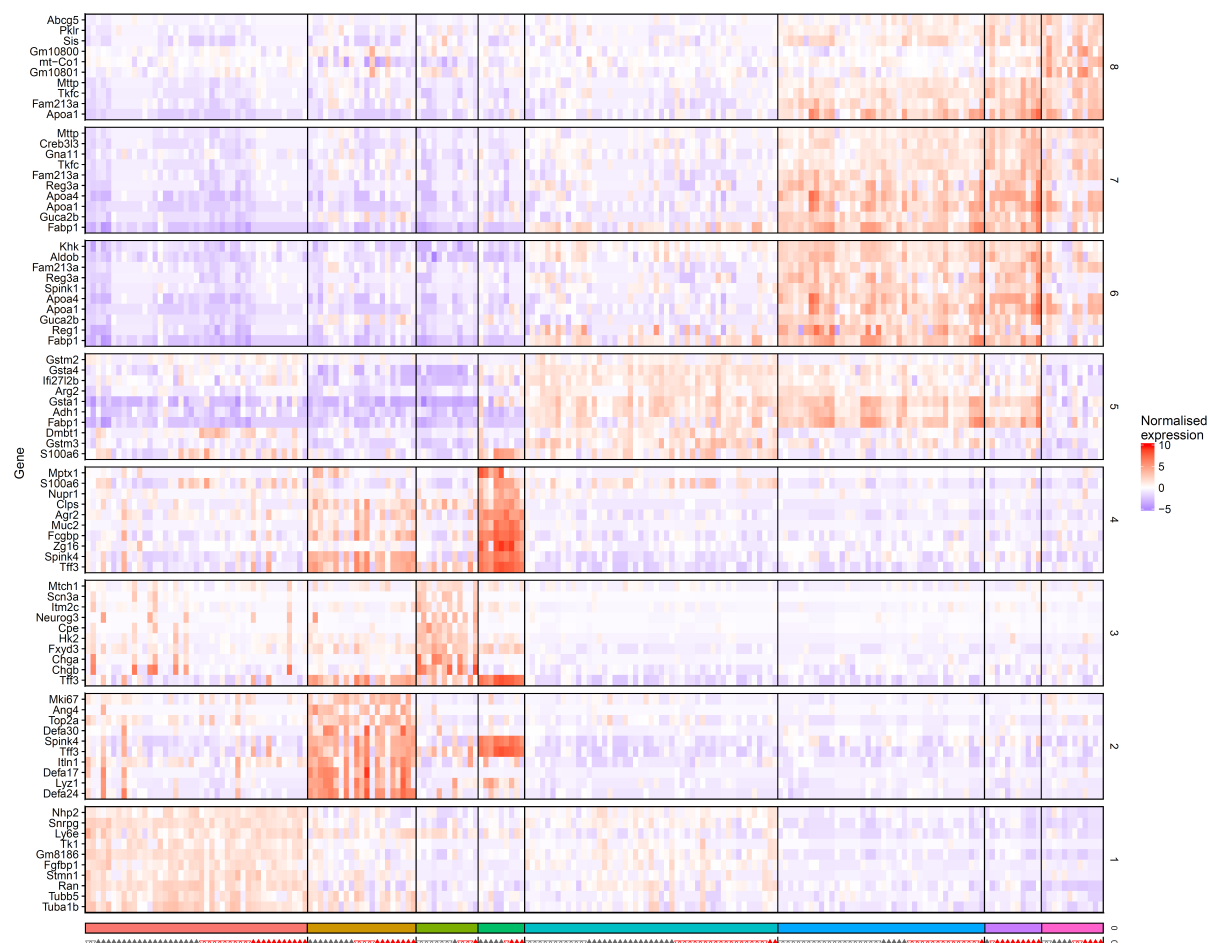

Supplementary Figure 5: Signature genes for eight transcriptome clusters derived from organoid cells sorted by FIRE activity. Top 10 overrepresented genes per cluster are given (bottom to top). Colour code for clusters and single cells (on x-axis) as in Fig. 5 (cells marked in grey: control FLUC transgene-induced; red: KRAS^{G12V}-induced; full arrowhead up: sorted as FIRE positive; empty arrowhead down: sorted as FIRE negative).

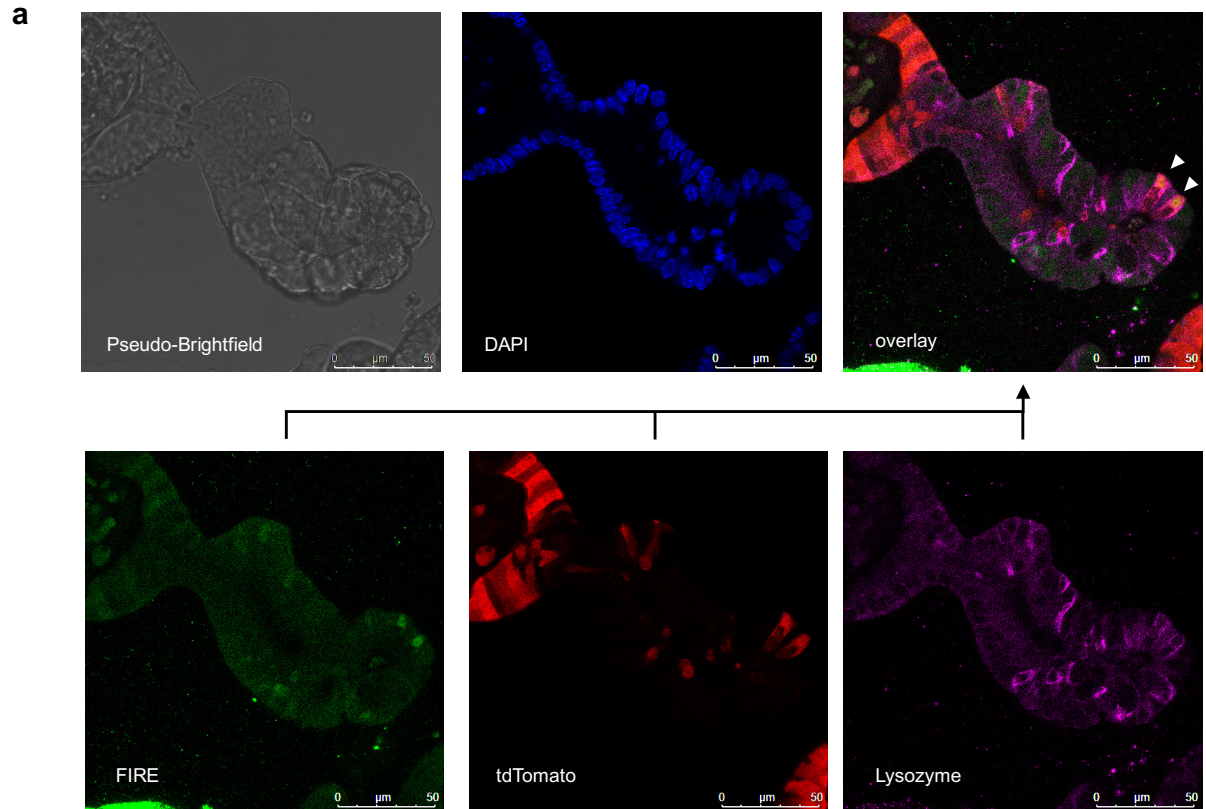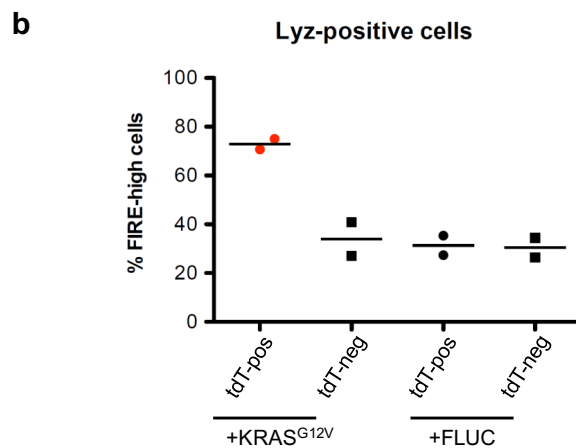

Supplementary Figure 6: Immunofluorescence confirms Paneth cells as a main FIRE-positive cell type in the crypt. a) Pseudo bright field image along with fluorescent channels representing nuclear stain (DAPI; blue), FIRE fluorescence (Venus; green), transgene fluorescence (tdTomato; red), and Paneth cell immunostaining (Lysozyme; purple) are given. Overlay combines the green, red and purple channels. b) Quantification of FIRE-high Lysozyme (Lyz)-positive Paneth cells after induction of KRAS^{G12V}- or FLUC-encoding transgenes. Data represents 2 independent experiments with >100 cells Lyz(+) cells counted per condition.

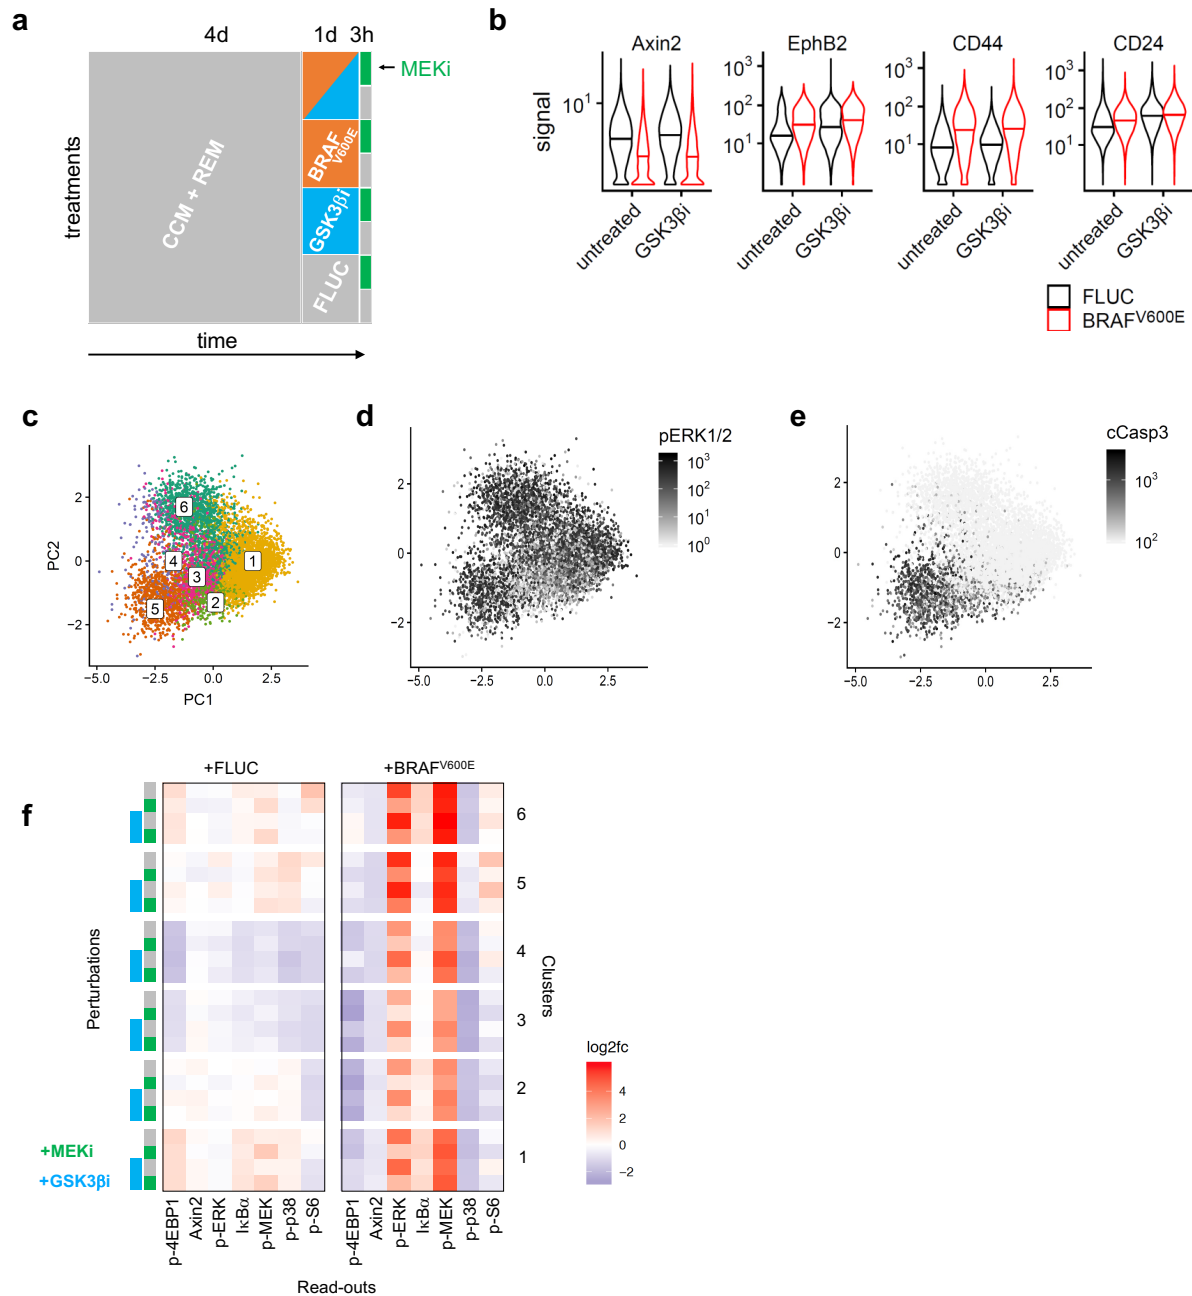

Supplementary Figure 7: CyTOF analysis reveals BRAF^{V600E}-induced changes in signalling networks. a) Schematics for generation of network perturbation data by CyTOF. For details, see legend to Figure 6. b) Distributions of cell type markers in organoid cells induced for FLUC or BRAF^{V600E} transgenes plus/minus GSK3 β inhibitor treatment. Central lines of violin plots denote median values. c) PCA showing colour code of k-means clustering in BRAF^{V600E}-induced cells by EphB2, CD44, CD24, Krt20, cleaved Caspase 3 signal strength. Clustering was initially done in FLUC control cells to ensure compatibility with the KRAS^{G12V} experiment in Figure 6. d-e) Mapping of signal strength for p-ERK and cleaved Caspase3 on PCA, as in c). f) Protein phosphorylation or abundance CyTOF data, demultiplexed by treatment and cell clusters, as defined in panel c). CyTOF data given as log₂ fold changes to average untreated FLUC-induced control line.

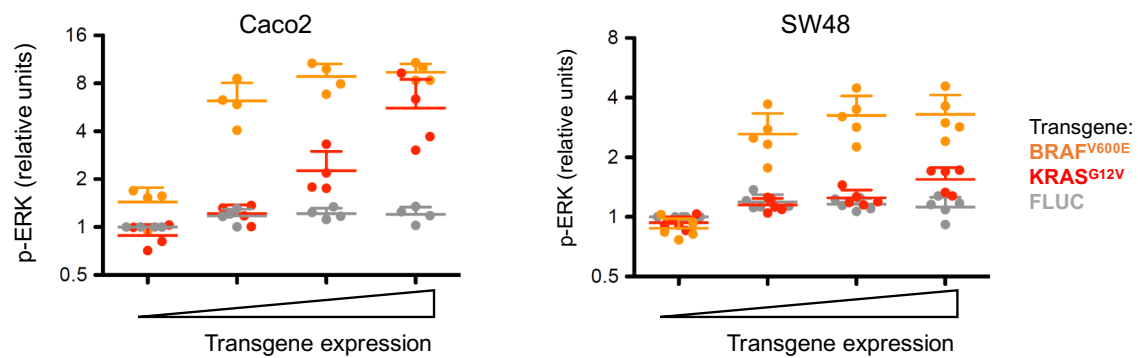

Supplementary Figure 8: Signal transduction from KRAS^{G12V} to ERK differs between CRC cell lines. Quantification of phospho-ERK in KRAS^{G12V}-, BRAF^{V600E}- or FLUC-transfected Caco2 and SW48 CRC cells, by flow cytometry. Mean and standard deviation of 4 independent replicate experiments is given. Grey: FLUC-; orange: BRAF^{V600E}; red: KRAS^{G12V}-transfected cells. SW48 and Caco2 CRC cell lines have no mutations in KRAS, NRAS or BRAF. For the experiments, cells were transfected with inducible expression vectors for tdTomato-KRAS^{G12V}, -BRAF^{V600E}, or -FLUC control, as previously used in organoid cultures. 24 h after induction, cells were fixed and oncogene levels, as extrapolated from tdTomato, and phosphorylation of ERK were measured via flow cytometry. We found that even low levels of BRAF^{V600E} (orange dots) strongly increased ERK phosphorylation in both cell lines. In contrast, the ability of KRAS^{G12V} (red dots) to induce ERK phosphorylation was markedly different. In Caco2 cells, ERK phosphorylation increased stepwisely with KRAS^{G12V}-associated fluorescence, whereas in SW48 even high levels of transgenic tdTomato-KRAS^{G12V} were unable to increase ERK phosphorylation.

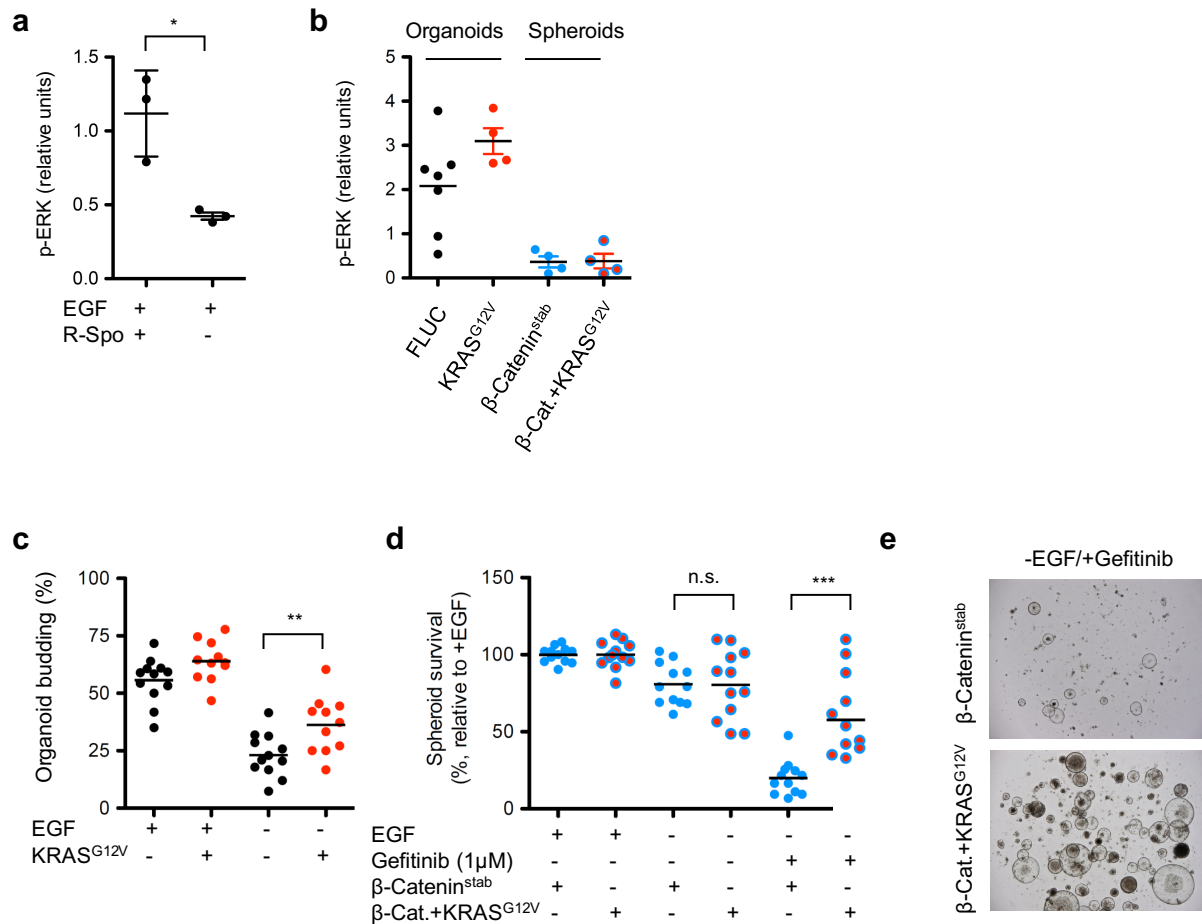

Supplementary Figure 9: Interaction between β -Catenin and RAS-ERK signalling in intestinal organoids. a) p-ERK quantification by capillary protein analysis, 24 h after R-Spondin removal. Results indicate decrease of ERK phosphorylation after abrogation of Wnt/ β -Catenin activity in organoids. b) phospho-ERK quantification by capillary protein analysis in spheroid cells that have undergone a switch to an adenoma-like phenotype after long-term activation of stabilized β -Catenin and removal of the Wnt co-ligand R-Spondin. The results indicate decreasing ERK phosphorylation in cultures with constitutively high β -Catenin activity. We propose that the changes of p-ERK levels observed in a) and b) are due to shifts in cell type. c)-e) Functional interaction between KRAS^{G12V} and β -Catenin. c) Quantification of organoid budding 4 days after induction of oncogenic KRAS^{G12V} in the presence or absence of EGF in normal tissue organoids. Cysts forming after organoid disaggregation were counted immediately after passaging. Fractions of budding organoids were calculated at day 4. It is of note that although a significant increase in budding cysts was observed, organoids could never be propagated after passaging in the absence of EGF, not even after induction of KRAS^{G12V}. d) Quantification of spheroid survival after EGF depletion, EGFR inhibition by Gefitinib and/or KRAS^{G12V} induction, 6 days after passaging. Quantification from multiple wells of 3 independent experiments e) Representative images of β -Catenin^{stab}- or β -Catenin^{stab}/KRAS^{G12V} double transgenic spheroid cultures, 6 days after passaging and in EGF-free medium in the presence of 1 μ M Gefitinib. Error bars in figures denote standard deviations. p-values are calculated from two-tailed unpaired t-tests in GraphPad prism. *, ** and *** denote p-values <0.05, <0.01 and <0.001, respectively.

Supplementary References

1. Uhlitz, F. *et al.* An immediate–late gene expression module decodes ERK signal duration. *Mol. Syst. Biol.* **13**, 928 (2017).
2. Riemer, P. *et al.* Oncogenic β -catenin and PIK3CA instruct network states and cancer phenotypes in intestinal organoids. *J. Cell Biol.* **216**, 1567–1577 (2017).
3. Riemer, P. *et al.* Transgenic expression of oncogenic BRAF induces loss of stem cells in the mouse intestine, which is antagonized by β -catenin activity. *Oncogene* **34**, 3164–3175 (2015).

# Supplementary material for: Cell type-dependent differential activation of ERK by oncogenic KRAS in colon cancer and intestinal epithelium
**Source:** Nat Commun. 2019 Jul 2;10:2919. doi: 10.1038/s41467-019-10954-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection not applicable

Data analysis Software StasNET 1.0.1 is freely available, see ref. 72. Full code is provided as Supplementary HTML file.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

scRNA-seq and bulk RNA-seq data are available in the GEO repository under accession numbers GSE115242 and GSE115234, respectively.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to determine sample sizes
Data exclusions	No data were excluded from any analyses
Replication	CyTOF data in Fig 1 was replicated in two experiments with similar results, data from one replicate is shown. Data points in Fig. 2 are mean plus/minus SD from at two to four replicate cultures Single cell sequencing data in Figures 3 and 5 were not replicated, but main findings were confirmed via follow-up experiments, as detailed in the manuscript. Fluorescent microscopy and immunohistochemistry images from Fig 4 were obtained from at least three cultures each, with the exception of BRAF(V600E)/FIRE-transgenic organoids where data was only obtained in two experiments. Representative images were selected for each panel. CyTOF perturbation study in Figures 6 was performed twice, with similar results. One replicate experiment of approx. 160 000 individual RFP-positive cells was employed for modelling in Figure 7, and the other experiment served to verify the main findings. RAS pulldown assays in Figure S1c were done once with biological duplicates for each condition. Quantification of Paneth Cell FIRE positivity in Figure S6 was done in two replicate experiments, with similar results. CyTOF perturbation study in Figure S7 was performed twice, with similar results. Figures were made from first replicate, and second replicate served to verify the findings. Assessment of KRAS to ERK signal transduction in Caco2 and SW48 cells in Figure S8 was done in at least three replicate experiments per cell line, as indicated. Experiments with KRAS(G12V)-, Beta-Catenin- and double transgenic organoid cultures in Figure S9 were done at least in three replicate experiments, as indicated.
Randomization	Not applicable
Blinding	Investigators were not blinded, with the exception of counting organoid survival in Fig. 1b and e, where organoids were counted after blinding.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

For CyTOF analysis, we used the following pre-conjugated antibodies from Fluidigm:

CD24 (for mouse: 150-Nd, 3150009B, for human: 169-Tm, 3169004B),

CD44 (for mouse: 162-Dy, 3162030B, for human: 166-Er, 3166001B)

cleaved Casp3 (142-Nd, 3142004A),

p-H2AX [S139] (147-Sm, 3147016A)

p-Akt [S473] (152-Sm, 3152005A)

p-p38 [T180/Y182] (156-Gd, 3156002A)

Ki67 (162-Dy, 3168007B)

IkBα (164-Dy, 3164004A)

p-ERK1/2 [T202/Y204] (171-Yb, 3171010A)

p-S6 [S235/236] (175-Lu, 3175009A).

We labelled the following antibodies with the respective metal tags:

Axin2 (145-Nd, Abcam, ab32197, 2 µg/ml)

p-MEK1/2 [S217/221] (151-Eu, CST, 41G9, 2 µg/ml)

EphB2 (158-Gd, BD, 2H9, 2 µg/ml)

p-4e-BP1 [T37/46] (170-Er, CST, 236B4, 2 µg/ml)

Krt20 (176-Yb, CST, D9Z1Z, 2 µg/ml).

For capillary protein quantification, we used
p-ERK/2(T202/Y204) (1:50; #9101, Cell Signal)
vinculin (1:30; #4650; Cell Signal).

For IHC and IF analysis, we used:
P-ERK (T202/Y204; #4370 CellSignal)
P-MEK (S217/221; #9121 CellSignal),
RFP (1:200; #600-401-379 Rockland)
Lysozyme (1:250; ab108508, Abcam)

Validation

All prelabelled CyTOF antibodies from Fluidigm were previously tested by the manufacturer. In addition, we tested all CyTOF antibodies against surface proteins individually using cell lines reported to be positive, negative or heterogeneous for the respective proteins to confirm the expected patterns. We tested all CyTOF antibodies against signal transducers or pathway targets using cell line-based assays where we activated/inactivated the respective signaling node by serum withdrawal, kinase inhibitors etc.. The CyTOF panel will be described in detail in another manuscript.

Antibodies used for capillary western were tested for clear bands of the expected sizes in different cell lines in our lab. Antibodies for IF and IHC analysis were tested by the manufacturer and in different cell lines with known signal patterns and strengths in our lab.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	SW48, Caco2 were both acquired from ATCC
Authentication	Cell lines are regularly panel sequenced for mutational patterns in 100 cancer driver genes in our lab to confirm identity
Mycoplasma contamination	Cell lines are regularly checked for mycoplasma contamination in our lab, and contaminated cell lines are discarded.
Commonly misidentified lines<br>(See ICLAC register)	none used

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Transgenic organoids were derived from transgenic mice originally derived from F1 hybrid BL6/129S6 embryonic stem cells. For strain maintenance, mice were backcrossed to C57BL/6J.
Wild animals	not applicable
Field-collected samples	not applicable
Ethics oversight	Transgenic experimentation to generate mouse lines were approved by Berlin authorities LAGeSo (G0185, G0143/14). Experiments described in the present manuscript involve solely killing of mice for organ removal, and no live animal experimentation.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For FACS sorting, FIRE- and Transgene-positive and/or -negative organoids cells were disaggregated by TrypLE in presence of DNase I, as detailed in Methods.
Instrument	BD Aria

Software	BD FACS Diva 8.0.1
Cell population abundance	Cell population abundance in FACS is not discussed in the manuscript, as FACS is solely used for selection of cells for single cell sequencing
Gating strategy	FIRE- and Transgene- positive gates were determined using cells without FIRE reporter and/or without transgene. Gates for CD44-positivity were determined using transgene-negative organoid cells with or without CD44 antibody. See Figures S2 and S4 for gating strategies.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

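Single cells of mouse small intestinal organoids, sorted from FLUC, KRAS G12V, BRAF V600E and CTNNB1 (stabilised β-catenin) transgenic lines, were profiled with the BD Precise whole-transcriptome assay in 96-well plates. The CD44 sort comprises 2 plates with 167 cells, the FIRE sort 4 plates with 197 cells, and 2 further plates hold 80 cells of FLUC, KRAS G12V, CTNNB1 and combined KRAS G12V and CTNNB1 lines that the paper's text does not describe. Each plate is a deposited sample and was used as the replicate. The paper does not state that plates hold separate cultures.

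The authors processed the reads with the BD Precise WTA Analysis Pipeline v2.0, checked the cells with scater and normalised the counts with the TMM method of edgeR, with GRCm38.p4 named as the genome build. The deposited values are log2 of the normalised count plus 1, from which the authors subtracted the mean of each gene over the cells of its plate. The methods name the normalisation but neither the logarithm nor the centring. The tables list 2362 genes for the CD44 sort, 3187 for the FIRE sort and 1309 for the other plates. The centring was undone with the lowest value of a gene on a plate, where cells without a count share it. Every value recovered in this way was then a whole multiple of the reciprocal of a size factor per cell (tolerance 0.01). Between 42 and 235 genes per plate had no such shared value. They were placed at the count of their lowest cell that brought the values nearest to whole multiples. Their mean distance from whole multiples was under 0.01, and no gene was left unplaced. Normalised values and counts were taken from there. The planned count test with edgeR was not run, because the deposited unit is log2, although the recovered counts would have allowed it.

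Counts per cell are sums over the listed genes and not the whole depth of a cell. They had a median of 6586 in the CD44 sort, 8291 in the FIRE sort and 3024 (947 to 16464) on the other plates, where the medians were 4764 in 24 CTNNB1 cells, 4789 in 16 FLUC cells, 2206 in 18 KRAS G12V cells and 2288 in 22 cells of the combined line. The cell filter of the paper, more than 1000 detected genes, cannot be repeated because the tables list a part of the genes, so every deposited cell was kept. Intervals for shares of cells are exact 95% Clopper-Pearson intervals, a count of 0 is given with a limit of 3 counts of the total, and both cover counting error only.

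For each plate and group with at least 3 cells, normalised values were averaged on the linear scale, a pseudocount of 1e-05 of the median total was added, and log2 values were fitted with limma 3.58.1 and its empirical Bayes test in R 4.3.3, with group and plate as terms. Genes detected in at least 10% of the cells of a fit were tested, 2180 in the CD44 sort, 3038 in the FIRE sort and 1260 on the other plates. Tests were two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. As a check of the blocks, groups of the same plate were compared with groups of other plates after removing group means. The median correlation across genes was 0.559 within and −0.601 between plates in the CD44 sort, 0.372 and −0.232 in the FIRE sort and 0.169 and −0.224 on the other plates. BRAF V600E cells lie on 1 plate, so their ratios to FLUC cells were computed in each CD44 gate and averaged, without a test.

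The design, the comparisons, the alternatives and 26 gene lists were set before the data were examined. The lists are markers of stem cells, proliferating TA cells, Paneth, goblet, enteroendocrine and tuft cells, enterocytes, immune cells, and stromal and blood cells; upper villus, antimicrobial, lipid absorption, brush border, junction, glycolysis and ribosome biogenesis genes; ERK targets, a MAPK output score, dual-specificity phosphatases, the EGFR, RAS and ERK cascade, and Wnt targets; and gastric and serrated, fetal and regenerative, senescence and p53, unfolded protein response and dissociation stress genes. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry. For BRAF V600E cells the median ratio of a list was compared with 10000 random lists of the same size. Named genes are those that the paper names for these cells, selected markers and transgenes, the 10 largest rises and 10 largest falls past the threshold with the same sign on every plate, the 12 largest rises and 8 largest falls for BRAF V600E, and up to 4 members of each list. Those for BRAF V600E had the same direction in both gates and were detected in at least 25% of BRAF V600E (rises) or FLUC cells (falls). Genes named outside this rule, such as Tuba1b, Ran, Nhp2, Gsta1 and Abcg5 as leading genes of clusters and Ada and Pnliprp2 as the exceptions of their lists, were chosen after their values were seen.

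Cells were clustered with k-means (100 starts, scikit-learn 1.9.0) on 10 principal components of the 1000 most variable genes, into 6 and 8 clusters as in the paper, from the centred values, a choice made after the files had been seen. The rule that names clusters (at least 3 of the 10 leading genes on a cell type marker list, and no name where the median count is under 1/3 of that of the cells' plates and none of these markers is among the 10 leading by fold) and its alternative by leading genes alone, the count of genes with a 4-fold difference in both gates, the separate tests of the enterocyte-like clusters, the reduction of cells to 1500 counts (1000 on the CTNNB1 plates), clustering without the centring, the limit to cells with more than 1000 listed genes and the comparison of the combined line with FLUC were also set after the data had been seen. A signature score is the percentage of a list that is detected per 1000 detected genes. Shares and scores were compared over plates with an exact sign-flip permutation test. Gene coordinates come from the GENCODE annotation of GRCm38, in which 2327 of the 2362 names of the CD44 sort and 3128 of the 3187 names of the FIRE sort were found. Further work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

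The steps were tested on simulated data with the same numbers of cells and 200 changed genes. For the counts of called genes, cells were drawn from 1 mean profile with plate and group effects but without cell types. The shares called may therefore be higher than in the real data. In the design of the CD44 sort 10.9% of genes changed 2-fold, 68.7% changed 4-fold and 93.8% changed 8-fold were called, and 6.77% of calls were unchanged genes. In the FIRE sort these shares were 8.96%, 62.1% and 92.3%, with 10.6% of calls unchanged. On the CTNNB1 plates none of the changed genes was called at any of these sizes, so a count of 0 there carries no information. Simulated clusters with 40 marker genes changed 4-fold were not recovered (adjusted Rand index 0.048 and 0.00701 in the CD44 and FIRE sorts). With a stronger contrast of 100 genes changed 8-fold, set after this result, the index was 1 in both. A simulated list of 10 changed genes lay at the percentile 100 of random lists, and unchanged lists at 59.23 and 70.43.

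The alternatives were other pseudocounts and filters, no plate term, means of log2 values, rescaled cells, averages weighted by their cells, each plate left out, other clustering settings, and the settings named above. BRAF V600E cells could not be compared with FLUC cells of the same tdTomato gate, because the deposited annotation does not give that gate. Bulk RNA sequencing, mass cytometry and imaging have no file among the deposited data used here and were left out.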

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

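The reduction of cells to a fixed count, the resampling of cells behind the intervals, the test of the plate for the cluster of BRAF V600E cells and the test of depth as the whole cause on the CTNNB1 plates were chosen after the results had been seen.

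In FLUC organoids enterocyte genes were lower in FIRE-high than in FIRE-low cells, and in KRAS G12V organoids their plate-level averages were higher, a call that did not hold without the first plate (mean 0.58, adjusted p = 0.997); the difference between these contrasts averaged 2.17 on the log2 scale over 22 genes, with 22 of 22 above 0 (adjusted p = 2.41e-19, and adjusted p = 0.223 with an estimated correlation). A difference in depth is argued against, since with every cell reduced to 1500 counts the mean in the fit was 2.34. The plates with all groups then gave 2.65, 3.75 and 1.55. For the plain mean of these plates, resampled cells gave a 95% interval of 1.36 to 4.27. A single plate as the source is argued against as well, since the lowest mean with a plate left out was 1.76 in the fit. For plain means with 1 of the plates with all groups left out, the lowest ends of the resampled intervals were 0.634 and 3.46. Without the reduction these plates gave 1.81 (0.437 to 3.84), 3.47 (1.57 to 5.58) and 2.30 (−0.211 to 3.94), the last with an interval that includes 0. The first plate has 3 KRAS G12V FIRE-high cells to resample. A difference between the reporter lines, each propagated from picked organoids, stays open and was not tested, as does a biological difference, in which KRAS G12V may bring ERK activity into mature enterocytes.

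All 11 cells of one cluster were BRAF V600E cells. A difference in depth is argued against by the 11 BRAF V600E cells that the cluster held with every cell reduced to 1500 counts. BRAF V600E cells differed from FLUC cells of the same plate by a median log2 ratio of 4.71 over 10 fetal and regenerative genes (95% interval from resampled cells 3.93 to 5.41). Of the 11 genes listed, 8 took part in the clustering, so this ratio restates the cluster and is no separate test. A state shared by all cells of the plate would also be in its FLUC and KRAS G12V cells. Of these, 0 of 57 were in the cluster, against 11 of 23 BRAF V600E cells. The cluster was picked for its share of BRAF V600E cells, so this choice largely set the count of other cells. The count therefore cannot decide on such a state, which stays open. BRAF V600E cells were on 1 plate, so whether the cluster recurs on another plate stays open as well. The sort gate for tdTomato, which differed between the BRAF V600E and KRAS G12V cells, and the wells within the plate were not tested and stay open beside the transgene as possible explanations.

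On the CTNNB1 plates, which the paper's text does not describe, 21 of 21 enterocyte genes were lower in CTNNB1 than in FLUC cells, with a mean log2 fold change of −0.87 (adjusted p = 2.8e-07, and adjusted p = 0.554 with an estimated correlation). Depth as the whole cause is argued against, since with every cell reduced to 1000 counts the mean was −1.05 (interval −1.88 to −0.148, adjusted p = 0.000116, 18 of 21 below 0), and the median counts were 4764 in CTNNB1 and 4789 in FLUC cells. The upper end of the interval is nearer to 0 than to −0.87, so a part played by depth is not excluded. The plates gave −0.42 (−1.43 to 0.95) and −1.31, so an effect of 1 plate alone stays open too, and the β-catenin transgene may be a further explanation that these plates cannot decide.

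The other differences between groups are given as mean log2 values of a list, with the adjusted p and then the adjusted p with an estimated correlation. For the effect of KRAS G12V in CD44-high minus in CD44-low cells, these were 0.99 for proliferation genes (0.00356 and 0.630), −1.23 for enterocyte genes (4.08e-08 and 0.630), −1.16 for upper villus genes (0.00568 and 0.630), −1.02 for antimicrobial genes (0.0054 and 0.630) and −1.15 for lipid absorption genes (0.000508 and 0.630). For the FIRE contrast in KRAS G12V minus in FLUC cells, they were −1.81 for proliferation genes (0.000126 and 0.591), −2.22 for ribosome biogenesis genes (0.000309 and 0.425), 2.33 for enteroendocrine genes (0.00181 and 0.402), 1.88 for upper villus genes (2.63e-05 and 0.313), 1.59 for antimicrobial genes (0.00681 and 0.247), 1.69 for lipid absorption genes (6.04e-08 and 0.247), 0.69 for brush border genes (0.00181 and 0.355) and 0.68 for glycolysis genes (0.00232 and 0.426). Of these, the enteroendocrine and antimicrobial lists were not called without the first plate, with its 3 KRAS G12V FIRE-high cells (adjusted p = 0.0719 and 0.236). By limma no single gene passed the threshold in either interaction, with 189 and 315 genes at an unadjusted p under 0.05.

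On the CTNNB1 plates, CTNNB1 cells also differed from FLUC cells in upper villus genes (mean −0.72, adjusted p = 0.0319, and 0.554 with an estimated correlation), lipid absorption genes (−0.74, 0.00727 and 0.554) and ribosome biogenesis genes (1.03, 0.0319 and 0.798). Cells of the combined KRAS G12V and CTNNB1 line differed from FLUC cells in proliferation genes (1.03, 0.0307 and 0.780) and enterocyte genes (−0.80, 0.000255 and 0.780). The proliferation mean turned below 0 among genes detected in at least 25% of the cells. The combined cells were shallower than FLUC cells (medians 2288 and 4789). With every cell reduced to 1000 counts neither list was called: the enterocyte mean went from −0.80 (interval −1.61 to −0.014) to −0.49 (−1.75 to 0.367, adjusted p = 0.0822), nearer to 0, and the proliferation mean from 1.03 over 10 genes (−1.13 to 2.52) to 1.66 (−0.856 to 3.62, adjusted p = 0.702) over the 3 genes still tested.

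The upper villus score of KRAS G12V FIRE-high cells was 15.7 on the fourth plate and 36.9, 35.4 and 33.8 on the others. It was the single sample that stood apart among 52 groups of 4 plates, and about 1 in 20 groups would do so by chance.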

How the results depend on the processing

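Alternatives with every cell reduced to 1500 counts (1000 on the CTNNB1 plates), with cells of more than 1000 listed genes, without the centring, with clusters named by their leading genes alone, or with a plate left out of the FIRE sort and the clusters kept were chosen after seeing the data. Over the main results, 180 alternative values kept their direction and size, 42 moved and 8 reversed; the cause was not tested unless given.

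Counts of genes past the threshold, with limma. With a 5 times larger pseudocount, 4 passed for KRAS G12V against FLUC in the CD44 sort (0 as reported), 2 for the KRAS G12V effect between the CD44 gates (0), 2 for FIRE-high against FIRE-low (1) and 4 for the same in FLUC cells (1). With a 5 times smaller one, 0 passed for FIRE-high against FIRE-low and 1 for KRAS G12V against FLUC in the FIRE sort (2). Among genes detected in at least 25% of the cells, so that fewer were tested, 1 passed for KRAS G12V against FLUC in the CD44 sort, 0 for FIRE-high against FIRE-low, 0 in FLUC cells and 1 for KRAS G12V against FLUC in the FIRE sort. Without the plate term, CD44-high against CD44-low had 298 genes (636), FIRE-high against FIRE-low 0 and KRAS G12V against FLUC in the FIRE sort 1. With cells rescaled to the same total, CD44-high against CD44-low had 422. With means of log2 values, FIRE-high against FIRE-low had 0, FLUC cells 3, KRAS G12V against FLUC in the FIRE sort 1, and on the CTNNB1 plates KRAS G12V had 32 and the combined line 36 against FLUC (0 each). Weighted by cells, FIRE-high against FIRE-low had 75, FLUC cells 64 and the difference between the transgenes 1 (0). With more than 1000 listed genes per cell, FIRE-high against FIRE-low had 4. With every cell reduced to 1500 counts, so that fewer genes were tested, CD44-high against CD44-low had 0, FIRE-high against FIRE-low 0, FLUC cells 2 and KRAS G12V against FLUC in the FIRE sort 0. With each plate left out in turn, CD44-high against CD44-low had 0 without the first plate, FIRE-high against FIRE-low 0 to 262, FLUC cells 1 to 71, KRAS G12V cells 0 to 3 and KRAS G12V against FLUC in the FIRE sort 1 to 2; the 262, 71 and 3 came without the first plate, with its 3 KRAS G12V FIRE-high cells.

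Other results. The genes at least 4-fold higher in BRAF V600E cells (65) numbered 35 with a 5 times larger pseudocount, 8 with means of log2 values and 43 with 1500 counts. Those at least 4-fold lower (27) numbered 12, 1 and 33 in this order. The share of BRAF V600E cells in their cluster (47.8%) was 13.0% without the 100 genes with the largest difference. The enterocyte-like share of KRAS G12V FIRE-high minus FIRE-low cells (−5.62 points) was 30.7 with 500 variable genes, 13.4 without the centring, 33.1 with 1500 counts, and −24.5 to 44.9 with a plate left out and the remaining cells clustered again (29.2 without the third). With the clusters of all plates kept it was −23.2 to 14.6 with a plate left out (3.1 without the third, 14.6 without the fourth). The enterocyte score of KRAS G12V FIRE-high minus FIRE-low cells (4.85) was −0.911 with more than 1000 listed genes per cell. Of 65 calls of gene lists, 1 passed with an estimated correlation and 7 with fry, which tests a list by itself. The 1 call was that of the EGFR, RAS and ERK cascade for KRAS G12V against FLUC in the FIRE sort. Its 3 tested genes include Kras, the transgene, so the design largely set this call. With a plate left out, 18 of the 38 list calls of the FIRE sort ended for at least 1 plate, as did 3 of 16 in the CD44 sort without its first plate. With more than 1000 listed genes, 99 of the 167 cells of the CD44 sort remain. Of 24 named gene results past the threshold, 21 no longer passed without the first plate and 8 without the plate term, while all 24 passed with weighted averages, a larger pseudocount or no filter.

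Keeping every deposited cell is the reported setting. The count test with edgeR, a limit of more than 2000 detected genes and FLUC cells of the tdTomato gate used for BRAF V600E were not run. Without the second plate of the CD44 sort, or either CTNNB1 plate, no residual degrees of freedom remain and there is no test. Depth and plates limit the smaller changes: in simulated data of the CD44 and FIRE sorts 10.9% and 8.96% of genes changed 2-fold were called, but 68.7% and 62.1% of those changed 4-fold and 93.8% and 92.3% of those changed 8-fold, and none on the CTNNB1 plates at any of these sizes.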

Differences from the paper's values

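No value that the paper states differs from those found here: the 167 cells of the CD44 sort and the 197 cells of the FIRE sort are the paper's values and also those of the deposited tables.

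The paper assigns 3 clusters of the FIRE sort to Paneth cells. Here 1 cluster of 20 cells carries Paneth genes, with Lyz1, which the paper names, and the defensin genes Defa17 and Defa24 among its leading genes, and the clusters of 9 and 11 cells carry goblet and enteroendocrine genes. In the cluster of 9 cells Mptx1 ranks 8 and Agr2 ranks 5, which are the genes the paper names for 1 of its clusters, and the median scores there are 14.6 for Paneth and 54.0 for goblet genes, against 31.1 and 44.4 in the Paneth-like cluster. Paneth and goblet scores are not on 1 scale, because the table lists 13 of 18 and 15 of 16 of these genes.

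The paper names the intestinal fatty acid-binding protein as the top gene of 3 absorptive clusters, under a symbol that does not say which family member is meant. Here Fabp1 ranks 5 and 1 and Fabp2 ranks 8 and 16 in the 2 large enterocyte-like clusters, so that a gene of this family leads 1 of them.

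The paper describes the ERK target genes of the cluster of BRAF V600E cells as uniformly high in both CD44 gates. Here the median scores of 6.01 (CD44-high) and 11.8 (CD44-low) lie above those of FLUC cells, 3.57 and 2.20, while the lowest cells of the cluster had 1.49 and 0. The median of the whole cluster was 6.56, against 6.58 in the Paneth- and goblet-like cluster. Over all BRAF V600E cells, all 10 listed target genes were higher than in FLUC cells in the CD44-low gate, and 5 of 10 in the CD44-high gate. The list of target genes was drawn up for this comparison and is not the paper's.

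The paper finds the 2 largest clusters of enterocytes nearly without KRAS G12V FIRE-high cells. It sets apart a subset with high ERK activity, which it presumes to be late-stage enterocytes. Here the largest, of 46 cells, held 0 of the 39 such cells, and the next, of 44 cells, held 9, or 23.1%. Of the 53 KRAS G12V FIRE-low cells, 19 (35.8%) and 14 (26.4%) were in these clusters. The largest cluster follows the direction that the paper states. The next cannot be matched to a cluster of the paper by its size alone. Its median upper villus score was 36.1, against 24.4 in the largest. Whether its cells are bulk or late-stage enterocytes in the paper's sense is open, so its 9 cells are no disagreement. For this cluster the direction is not settled. It held 23.1% of all FIRE-high and 26.4% of all FIRE-low cells. The mean of its share over plates was 31.7 points higher in FIRE-high cells. That mean rests largely on the first and second plates, where all 3 and all 2 FIRE-high cells lay in this cluster. On the third plate the shares were 18.2% of FIRE-high and 10.0% of FIRE-low cells, on the fourth 8.70% and 16.7%.

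For the cluster of BRAF V600E cells the values go the paper's way: the cluster of 11 cells held BRAF V600E cells alone, and Anxa10 was detected in all 11 of them. The paper found KRAS G12V and FLUC cells of the CD44 sort undistinguishable. Here no gene passed the threshold between them. At an unadjusted p under 0.05 by limma there were 347 genes, 13 higher and 334 lower. The fit has 2 residual degrees of freedom, so the lack of called genes cannot show that the cells are alike. The paper's own tests took cells as replicates, and those here took plates.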

Other observations

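Reductions of cells to a fixed count, the comparison of the combined line with FLUC and the count of splits without Kras were chosen after the results had been seen.

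Further gene groups separated CD44-high from CD44-low cells. Of 11 ribosome biogenesis genes, 8 rose in CD44-high cells, with a mean log2 fold change of 1.41 (adjusted p = 0.00295, and adjusted p = 0.460 with an estimated correlation), such as the nucleolar protein genes Nop56 (2.52, standard error 0.26, adjusted p = 0.00305) and Ncl (2.01, standard error 0.26, adjusted p = 0.00432). Of 11 glycolysis genes, 3 fell and 1 rose, with a mean of −0.68 (adjusted p = 0.000211, and 0.361 with an estimated correlation). The riser was Hk2 (1.50), a hexokinase gene, while Gapdh (−1.44), Gpi1 (−1.41) and Ldha (−1.16) were lower. Of 8 brush border genes, 4 fell, with a mean of −0.64 (adjusted p = 0.00333, and 0.455 with an estimated correlation). Lists that were not called in this comparison were the ERK targets (7 genes, mean 0.63, adjusted p = 0.524), Wnt targets (4, 0.65, 0.613), gastric and serrated genes (3, 0.66, 0.613), fetal and regenerative genes (4, −0.35, 0.340), senescence and p53 genes (3, 0.21, 0.957), junction genes (9, 0.23, 0.957), unfolded protein response genes (3, 0.46, 0.613), dissociation stress genes (3, 0.76, 0.524), genes of the EGFR, RAS and ERK cascade (3, −0.20, 0.405) and enteroendocrine genes (3, −0.22, 0.524). The tuft cell, immune, stromal and blood cell, MAPK output and dual-specificity phosphatase lists had fewer than 3 tested genes in every fit and gave no result. Among markers that the paper measures as proteins, Cd24a was higher in CD44-high cells (2.57, standard error 0.38, adjusted p = 0.00651) and Krt20 lower (−2.60, standard error 0.54, adjusted p = 0.0163), while Ephb2 had 0.49 (standard error 0.59, adjusted p = 0.538). Cd44 itself is not listed.

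In the FIRE sort 2 genes differed between KRAS G12V and FLUC cells. Kras, on chromosome 6 from 145216699 to 145250239, had a log2 fold change of 4.09 (standard error 0.36, adjusted p = 8.52e-05), and was detected in 23 of 39 FIRE-high and 18 of 53 FIRE-low KRAS G12V cells, at means of 7.51 and 3.02 normalised counts, against 15 of 62 and 4 of 43 FLUC cells at 0.31 and 0.17. Reads of the transgene and of the mouse gene cannot be separated in these tables. Kras passed with any plate left out. Mptx1 had −2.65 (standard error 0.37, adjusted p = 0.0105), but it did not pass without the first (adjusted p = 0.0632), the third (0.256) or the fourth plate (0.292), without the plate term (0.999), with means of log2 values (0.913) or with a 5 times smaller pseudocount (0.0540). It was also the single gene that passed for FIRE-high against FIRE-low over both transgenes (2.90, standard error 0.37, adjusted p = 0.00801). For the latter comparison 262 genes passed without the first plate and 75 with averages weighted by their cells, but 0 without the third or the fourth plate (218 and 285 at an unadjusted p under 0.05). At an unadjusted p under 0.05 there were 147 and 456 genes by limma with all plates. In KRAS G12V against FLUC cells, enterocyte genes had a mean of 0.66 (20 of 22 above 0, adjusted p = 1.03e-06), lipid absorption genes 0.57 (14 of 14, 0.00058), brush border genes 0.38 (8 of 10, 0.0233), and enteroendocrine genes −0.82 (1 of 7 above 0, 0.0133), all with adjusted p = 0.589 with an estimated correlation. Junction genes had 0.32 (8 of 9 above 0, adjusted p = 0.0421, and 0.713 with an estimated correlation). The junction list was not called with any plate left out, the brush border list not without the first, the second or the fourth, and the enteroendocrine list not without the fourth. The 3 genes of the EGFR, RAS and ERK cascade had 1.71 (adjusted p = 4.37e-05, and 0.033 with an estimated correlation). Kras, the transgene, is 1 of them, so this call cannot show a change of the cascade beyond the transgene. The ERK targets had 0.04 (7 of 15 above 0, adjusted p = 0.957). In FIRE-high against FIRE-low FLUC cells, ribosome biogenesis genes had 1.87 (11 of 11 above 0, adjusted p = 0.000324), antimicrobial genes −1.65 (1 of 7 above 0, 2.23e-05) and enteroendocrine genes −1.76 (0 of 7, 3.26e-05), with adjusted p = 0.414, 0.0859 and 0.275 with an estimated correlation, and Chga, which encodes chromogranin A, had −3.89 (standard error 1.03, adjusted p = 0.155).

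BRAF V600E cells had higher goblet cell genes than FLUC cells of the same plate (7 genes, median log2 ratio 2.18, percentile 100 of random lists), enteroendocrine genes (3, 2.82, 99.84), junction genes (9, 1.06, 99.57) and glycolysis genes (11, 0.63, 98.71). The first 2 depend on the cells compared: with FLUC cells of both plates the median was 0.21 for goblet genes (5 of 10 above 0, percentile 86.07) and 0.32 for enteroendocrine genes (2 of 4 above 0, 81.93), while the percentiles were 99.7 for junction and 99.22 for glycolysis genes. With means of log2 values the enteroendocrine percentile was 78.77. On the CTNNB1 plates Mki67 had a log2 fold change of 2.07 in CTNNB1 (standard error 0.54) and of 3.37 in combined KRAS G12V and CTNNB1 cells (standard error 0.54, adjusted p = 0.294) against FLUC. Apoa4 had −1.99 in CTNNB1 cells (standard error 0.68). No gene passed the threshold there by limma, with 47, 124 and 116 genes at an unadjusted p under 0.05 in CTNNB1, KRAS G12V and combined cells. With means of log2 values 32 genes passed for KRAS G12V (6 higher and 26 lower) and 36 for combined cells (5 higher and 31 lower). No list was called for KRAS G12V against FLUC. Ctnnb1 was detected in 15 of 24 CTNNB1 and 9 of 16 FLUC cells, and Kras in 11 of 18 KRAS G12V, 15 of 22 combined, 3 of 16 FLUC and 2 of 24 CTNNB1 cells.

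Labels within pairs of groups on the same plate were exchanged to see how many genes other splits of the samples call. For KRAS G12V against FLUC in the FIRE sort, 2 genes passed, the highest other split gave 3, and chance can be excluded for this count, since 2 of 100 splits gave as many. One of the 2 genes is Kras, the transgene. With Kras not counted, 1 gene passed, the highest other split gave 3, and chance cannot be excluded, since 6 of 100 splits gave as many. For FIRE-high against FIRE-low, 1 gene passed, the highest other split gave 542, and chance cannot be excluded, since 15 of 100 splits gave as many. That split exchanges every pair except the KRAS G12V pair of the first plate, with its 3 FIRE-high cells. Apart from the unpaired KRAS G12V FIRE-low group of the second plate, it mirrors an exchange of that pair alone. It may follow a structure of the samples, which was not tested. The other comparisons have 8 splits, too few for a share under 0.05. CD44-high against CD44-low had 636 genes and at most 0 in the others (1 of 8 splits as large), KRAS G12V against FLUC in the CD44 sort 0 and 0 (8 of 8), FIRE-high against FIRE-low 1 and 0 in FLUC cells (1 of 8) and 0 and 94 in KRAS G12V cells (8 of 8), and the difference between the transgenes 0 and 0 (8 of 8).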
